# Whole Blood Transcriptome Characterization of 3xTg-AD Mouse and Its Modulation by Transcranial Direct Current Stimulation (tDCS)

**DOI:** 10.3390/ijms22147629

**Published:** 2021-07-16

**Authors:** Chiara Magri, Erika Vitali, Sara Cocco, Edoardo Giacopuzzi, Marco Rinaudo, Paolo Martini, Alessandro Barbon, Claudio Grassi, Massimo Gennarelli

**Keywords:** 3xTg-AD mouse, RNA-Seq, Alzheimer’s disease, transcranial direct current stimulation

## Abstract

The 3xTg-AD mouse is a widely used model in the study of Alzheimer’s Disease (AD). It has been extensively characterized from both the anatomical and behavioral point of view, but poorly studied at the transcriptomic level. For the first time, we characterize the whole blood transcriptome of the 3xTg-AD mouse at three and six months of age and evaluate how its gene expression is modulated by transcranial direct current stimulation (tDCS). RNA-seq analysis revealed 183 differentially expressed genes (DEGs) that represent a direct signature of the genetic background of the mouse. Moreover, in the 6-month-old 3xTg-AD mice, we observed a high number of DEGs that could represent good peripheral biomarkers of AD symptomatology onset. Finally, tDCS was associated with gene expression changes in the 3xTg-AD, but not in the control mice. In conclusion, this study provides an in-depth molecular characterization of the 3xTg-AD mouse and suggests that blood gene expression can be used to identify new biomarkers of AD progression and treatment effects.

## 1. Introduction

Alzheimer’s Disease (AD) is a chronic and progressive neurodegenerative disorder and, according to the World Health Organization, the first cause of dementia worldwide [1]. The main anatomical features of AD are the presence of cerebral extracellular beta amyloid plaques and neurofibrillary tangles. In addition, AD is characterized by brain atrophy, reduction of brain plasticity and alteration of functional connectivity [2,3,4,5].

Due to the increase in global population and life expectancy, AD can be considered a global issue, and the development of therapies an emergency; indeed, it is estimated that only in the United States the number of people with AD will triplicate by 2050 [6]. However, to date the only available treatments aim to reduce the symptoms of the disease and to slow down its progression; therapies that stop or reverse AD evolution have not been identified yet and several trials performed in the last years have failed [7,8].

Among the several animal models generated to better understand the pathological mechanisms of AD, the triple transgenic (3xTg-AD) mouse is one of the most widely used, since it allows mimicking the progression of the human disease [9,10]. 3xTg-AD mice are characterized by the presence of three mutations associated with familiar AD: the human APP Swedish, PSEN1 M146V and MAPT P301L mutations. The translation of these overexpressed transgenes appears restricted to the central nervous system of 3xTg-AD mice and it induces the development of both plaques and tangles, allowing the study of these pathological events in a single model. The beta amyloid plaques appear in the hippocampus and cortex of 3xTg-AD mice at six months of age, whereas neurofibrillary tangles appear in the hippocampus only at twelve months [11,12]. Starting from four months of age, 3xTg-AD mice show recognition and exploratory memory impairments, with alterations in locomotor activity [10]; deficits in synaptic plasticity and a decreased Long-Term Potentiation (LTP) appear at six months of age, before the onset of plaques and tangles [11], and at this age 3xTg-AD mice also develop neuroinflammation, that gets worse with aging [12]. Despite that the anatomical and behavioral features of 3xTg-AD mice have been well characterized, the transcriptomic profile of this model remains poorly investigated. A few studies performed on 3xTg-AD mice hippocampi and prefrontal cortices highlighted altered expression profiles of genes involved in calcium homeostasis, mitochondrial functioning and inflammatory response, and of genes known to be involved in AD [13,14]. To date, only one study has characterized the whole blood transcriptome profile of the 3xTg-AD providing important information about gene expression in the 3xTg-AD mice at three and twelve months of age and about the gene expression correlation between blood and the hippocampus [15].

As reported in Figure 1, the main aim of this study is to further characterize the blood transcriptome profile of the 3xTg-AD mouse by analyzing mice at three and six months of age, in order to identify peripheral biomarkers of AD progression and prognosis. In particular, we studied the expression profile of pre-symptomatic three-month-old mice and of symptomatic six-month-old mice compared to age-matched control mice (C57BL/6); in this way, we could better analyze which genes and pathways are modulated by the 3xTg-AD mice’s genetic background and which are modulated by age and the onset of AD symptomatology. To assess if gene expression changes in blood can also be exploited to study the brain response to external stimulation, we also analyzed the transcriptome profile of mice that underwent anodal transcranial Direct Current Stimulation (tDCS). tDCS is a noninvasive brain stimulation technique that is able to modulate cortical excitability through the release of a weak electrical current. In particular, anodal stimulation is known to depolarize neurons, to increase the probability of action potentials occurring and to induce synaptic plasticity [16,17,18]. The effects of tDCS on brain gene expression have been previously assessed in different animal models, revealing its ability to modulate the expression of genes involved in the mechanisms of synaptic plasticity and neuronal activity [19,20,21,22]; however, to date no studies have investigated its effects at the blood level.

## 2. Results

Globally, the blood transcriptome of 42 mice was sequenced. 

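Of these mice, 26 were 3xTg-AD mice, which carry human transgenes, and 16 were C57BL/6 (WT) mice. The electrode lay over the hippocampus in 16 of the 3xTg-AD mice and 12 of the C57BL/6 mice, and over the prefrontal cortex in 10 and 4 mice. All 9 C57BL/6 sham mice and all 3-month-old (3 mo.) mice had the hippocampal electrode. The authors deposited the number of reads counted on each gene, without normalization. Totals per mouse ran from 13451200 to 37747300 reads, with a median of 23881400. After globin depletion, 10 haemoglobin genes still took between 10.8% and 53.5% of the reads of a mouse. Each comparison was fitted on its own mice with the quasi-likelihood F test of edgeR, after TMM normalization, on the genes with at least 1 read in those mice. Site of stimulation entered as a covariate where the mice compared had both sites. The RNA integrity number (RIN), which is part of the paper's model, was not used here. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called DEGs. A standard error (SE) given with a log2 fold change is the fold change divided by the square root of its F statistic. Levels are given in CPM with TMM-normalized library sizes, as mean ± SD. Floors and intervals cover counting error only.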

The spike-in analysis using sequins synthetic RNA revealed a gene detection sensitivity of 0.059 (attomol/uL). The correlation between the input concentration and the measured concentration of the sequins was 0.90 ± 0.04 and the r^2^ of the linear model was 0.81 ± 0.07 (Supplementary Figure S1). The high correlation indicates excellent recovery of the spike-in mix during the entire library’s preparation, high technical reproducibility and reduced/absent technical bias due to library preparation and sequencing workflow.

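In the count table, 15250 genes had more than 10 reads in at least 3 mice, and the other 363 genes had at least 10 reads in at least 3 mice. A single library had reads on 12296 to 15251 genes. Between pairs of mice, Pearson's r of the log2 CPM ran from 0.762 to 0.982, the highest between 6-month-old (6 mo.) C57BL/6 mice W and V, and no 2 libraries were identical. The median total of reads was 21577100 in 3 mo. 3xTg-AD, 17983900 in 3 mo. C57BL/6, 26318900 in 6 mo. 3xTg-AD sham and 23989400 in 6 mo. C57BL/6 sham mice. After tDCS it was 23937300 in 3xTg-AD and 24317700 in C57BL/6 mice.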

After sequencing and quality checks, we generated blood transcriptome profiles for 15,613 genes from 42 mice, stratified in six different groups (Table 1).

Principal Component (PC) analysis revealed that the first five principal components account for more than 51% of phenotype variability observed among the mice (Supplementary Figure S2). In particular, the first PC explains 20% of the whole blood transcriptomic variability (Figure 2) and it was strongly correlated with the “mouse strain” (r^2^ = −0.64) and “site of stimulation” (r^2^ = −0.63) variables.

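On the variance-stabilized counts of DESeq2, the first PC held 20.1% and the first 5 together 49.9% of the variance between the 42 mice. With only the 500 genes of largest variance, the share of the first PC was 37.5%. Pearson's r of the first PC with strain was 0.696 and Spearman's rho 0.736 (permutation p = 1e-05 for both, the smallest that 100000 permutations can give; two-sided). Without the 2 mice farthest from the median of the PC, r was 0.718, and among the 28 hippocampal mice, r was 0.758. With site of stimulation, r was 0.581 and rho 0.525 (permutation p = 4e-05 and 0.00041), and r was 0.518 without the same 2 mice. Site was correlated with the first PC within the 26 3xTg-AD mice (r = 0.756, permutation p = 1e-05). Within the 16 C57BL/6 mice r was 0.503, with a permutation p of 0.0499 and an adjusted p of 0.0665, and within the 13 that were 6 months old it was 0.737 (rho = 0.802, permutation p = 0.00562, adjusted p = 0.00899). After Benjamini-Hochberg adjustment over the 16 relations computed, the pooled relations had p = 4e-05 for strain and 9.14e-05 for site. The share of reads on haemoglobin genes was also related to the first PC over all mice (r = 0.474, rho = 0.460, adjusted permutation p = 0.00288; r = 0.384 without the 2 mice farthest from the median share). That relation was weaker within 3xTg-AD mice (r = 0.270, adjusted permutation p = 0.208) and within C57BL/6 mice (r = 0.435, adjusted permutation p = 0.114). With tDCS, r was 0.170 (permutation p = 0.283). The relation of the first PC to the number of genes with a read in each library was not tested. The paper gives the correlation with site as its reason for including site as a covariate.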

### 2.1. Differential Expression Analyses

In order to characterize the whole blood expression profile of the 3xTg-AD mouse strain, we analyzed three different comparisons as described below. The top ten differentially expressed genes (DEGs) from each comparison are reported in Table 2, while the summary statistics of all analyzed genes are reported in Supplementary Table S1.

1. **3-month-old (3 mo.) 3xTg-AD vs. 3 mo. C57BL/6 mice**. Of the 15,613 genes studied, 69 were not analyzed in this comparison because of a total read count equal to zero. This analysis identified 470 genes (193 up- and 277 down-regulated) deregulated in 3xTg-AD mice at the pre-symptomatic stage, mostly representing the effect of the specific genetic background of this strain. 

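Of the 15544 genes tested in 3 mice against 3, 58 were called, 27 higher and 31 lower in 3xTg-AD mice, and 1918 had an unadjusted p under 0.05. DESeq2's likelihood ratio test called 488 genes (192 higher and 296 lower), among them all 58. The count rested on single mice. It was 657 without the C57BL/6 mouse AS, and between 18 (without the 3xTg-AD mouse AW) and 47 in the other 5 fits that each left out 1 mouse. Of the 41 genes that the paper names for this comparison, 11 were called over all genes tested and 28 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. All 10 genes of Table 2 for this comparison changed in the direction that the table gives and were called. Serpine2, on chromosome 1, fell by 3.54 on the log2 scale (SE 0.33, edgeR adjusted p = 0.00157), from 70.2 ± 16.6 CPM in C57BL/6 mice to 5.99 ± 0.319 CPM in 3xTg-AD mice (SD, n = 3 each). Acp1, on chromosome 12, fell by 3.16 (SE 0.35, edgeR adjusted p = 0.00507). From their presence before symptoms, the paper reasons that these differences mostly stem from the background of the strain.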

The DEG with the highest log_2_ fold change was the neuropeptide Y gene (*Npy*). This gene, which is usually poorly expressed in whole blood [23,24], was not detected in the 3 mo. C57BL/6 (WT mice), while it was expressed at very high levels in 3 mo. 3xTg-AD mice (normalized mean number of reads: 6295 ± 2565). 

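Npy lies on chromosome 6 of GRCm38 (mm10) from 49822710 to 49829507. Normalized with DESeq2's size factors for this comparison, its count was 7023, 8417 and 3445 in the 3xTg-AD mice, a mean of 6295 ± 2565 (SD, n = 3). No read was counted in the 3 C57BL/6 mice. Against a floor of 3 reads in these mice, its level was at least 1663-fold higher in 3xTg-AD mice. An exact permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow. At 6 months, Npy was at 474 ± 323 CPM in 3xTg-AD sham mice (SD, n = 9) and no C57BL/6 sham mouse had more than 2 reads, a level at least 1885-fold higher (exact permutation p = 0.0014, two-sided, adjusted p = 0.0035 over 20 tests). The 3xTg-AD sham mouse AQ had no Npy read and the 3xTg-AD tDCS mouse AM had 3, while each of the other 3xTg-AD mice had at least 30. Between tDCS and sham in 3xTg-AD mice the log2 difference was 0.16 (permutation p = 0.912), a value that rests on AQ and AM, from a test without site, so it does not tell whether tDCS changed Npy.

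**Figure D1:**
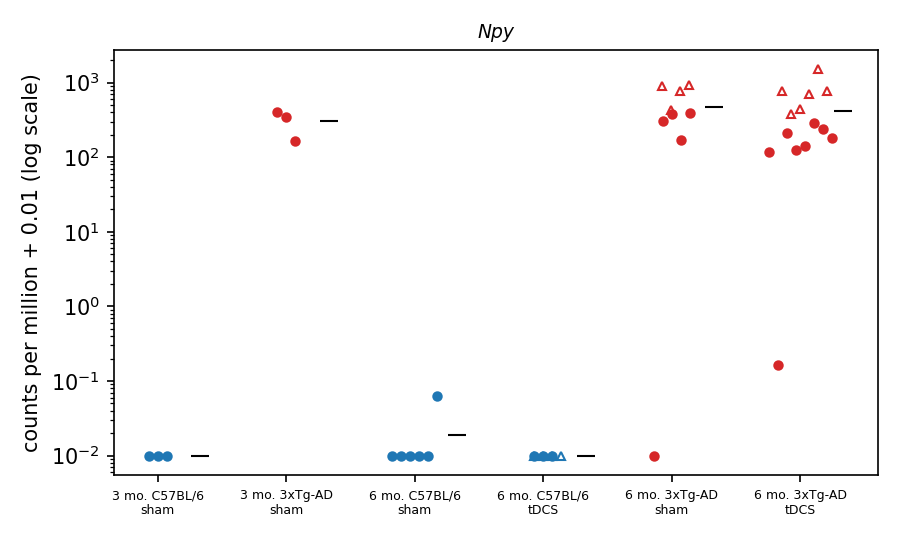
Level of Npy in each mouse (CPM with 0.01 added, logarithmic axis) by group. Each point is 1 mouse, and every C57BL/6 mouse lies at 2 reads or fewer, as does the 6 mo. 3xTg-AD sham mouse AQ with 0 reads.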

Among the top ten DEGs, *Npy*, *Serpine2* and *Acp1* genes were previously found associated at different levels with AD [25,26,27,28,29,30]. DEGs in 3 mo. 3xTg-AD mice were significantly enriched (FDR < 0.05) for genes belonging to the biological processes of leukocyte chemotaxis, blood coagulation, response to lipopolysaccharide, cellular metal ion homeostasis, positive regulation of hemopoiesis, regulation of cell-cell adhesion, negative regulation of secretion by cell, and regulation of blood coagulation (Supplementary Table S2).
2. **6-month-old (6 mo.) 3xTg-AD vs. 6 mo. C57BL/6 mice**. Of the 15,613 genes selected, only one was not analyzed in this comparison because of a total read count equal to zero. This comparison identified 1551 DEGs (912 up- and 639 down-regulated) deregulated in 3xTg-AD mice at a stage where they show the first symptoms of AD pathology. Thus, observed differences in gene expression can be either a direct consequence of the genetic background of this strain, or a secondary effect of the appearance of first AD symptoms. 

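In 9 3xTg-AD against 6 C57BL/6 mice, 15612 genes were tested with site as covariate. Of these, 1045 were called, 668 higher and 377 lower in 3xTg-AD mice. The number was 1896 without the covariate, 646 with 1 surrogate variable, and 1233 in the hippocampal mice alone, which shared 996 of the calls. Site could be separated from strain only through the hippocampal mice, because no C57BL/6 sham mouse had the prefrontal electrode. The fits that each left out 1 mouse gave 691 (without the 3xTg-AD mouse P) to 1143 genes. Of the 61 genes that the paper names for this comparison, 54 were called over all genes and all 61 when adjusted over the list alone. The NK cell list of marker genes was lower in 3xTg-AD mice, with a median log2 fold change of -1.38 and 10 of 10 genes lower (adjusted p = 0.000209 from limma's fry over 10 lists in 5 comparisons). The erythroid list was higher, with a median of 1.11 and 13 of 15 genes higher (fry adjusted p = 0.0274). Under camera with an estimated correlation neither call held. Among the 10 named genes of this comparison in Table 2, all were called in the direction given there.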

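Klk1b22 lies on chromosome 7 from 44112673 to 44116922, and no read of it was counted in any C57BL/6 mouse. It was at 54.7 ± 24.3 CPM in 6 mo. 3xTg-AD sham mice (SD, n = 9), at least 217-fold higher than the floor of 3 reads allows in C57BL/6 mice. At 3 months, it was at 26.1 ± 1.54 CPM (SD, n = 3) in 3xTg-AD mice, at least 144-fold higher. It belongs to a family of kallikrein genes of similar sequence, and reads shared between such paralogs are not resolved by the counts. The smallest p belonged to AA465934, with a log2 fold change of 4.77 (SE 0.24, edgeR adjusted p = 2.67e-10). BC018473 followed, at least 84.5-fold higher in 3xTg-AD mice.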

Among the top ten DEGs, those with the highest log_2_ fold change is the kallikrein 1-related peptidase b22 (*Klk1b22*). The identified DEGs were significantly enriched for genes belonging to the REACTOME pathway of immunoregulatory interactions between a lymphoid and a non-lymphoid cell (Supplementary Table S2).
3. **6 mo. C57BL/6 vs. 3 mo. C57BL/6 mice**. Of the 15,613 genes selected, 18 were not analyzed in this comparison because of a total read count equal to zero. This comparison identified 271 DEGs (214 up- and 57 down-regulated) changing their expression from 3 to 6 months of age. 

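In 6 against 3 C57BL/6 mice, 0 of 15595 genes were called at an adjusted p under 0.05 with edgeR, and 1754 had an unadjusted p under 0.05. DESeq2's likelihood ratio test called 192 genes, 117 higher and 75 lower at 6 months. Limma voom with sample weights called 1 gene, and a single fit of all 42 mice called 24. Leaving out the 3 mo. mouse AS gave 280 genes, 138 higher and 142 lower, and leaving out the 6 mo. mouse AA gave 12. In simulated data of the same design, with 200 genes above 5 CPM changed by 3 on the log2 scale, the edgeR test recovered 194 of the changed genes. Changed genes at lower levels, smaller changes and a library that differs as AS does were not simulated. The recovery therefore does not give the power of the real comparison. Of the 54 genes that the paper names for this comparison, 0 were called over all genes, 50 had an unadjusted p under 0.05 and 50 passed when adjusted over the list alone, which was chosen on these samples.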

Among DEGs, the expression of *Ddit4* and *Folr1* has been previously shown to be age-related and associated with AD [31,32,33,34]. 

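Ddit4, on chromosome 10, had the smallest p in this comparison. It was at 13.9 ± 6.83 CPM at 3 months (SD, n = 3) and at 2.25 ± 0.798 CPM at 6 months (SD, n = 6), a log2 fold change of -2.64 (SE 0.38, edgeR adjusted p = 0.114). In the fits that each left out 1 mouse, its log2 fold change lay between -2.86 and -2.15. Folr1, on chromosome 7, had at most 1 read in the 3 mo. mice and was at 1.36 ± 0.738 CPM at 6 months (SD, n = 6), at least 7.48-fold higher. Its edgeR adjusted p was 0.126.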

Pathway enrichment analysis revealed a significant enrichment for genes belonging to the keratinocyte differentiation pathway (Supplementary Table S2).

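The 14 keratinocyte marker genes in the table, a list without the genes in Tables 2 to 4, were all higher at 6 months, with a median log2 fold change of 1.55. As a set they did not pass the threshold (fry adjusted p = 0.495), and their level varied widely between mice of one group. Krt5 was at 16.3 ± 12.1 CPM in C57BL/6 sham mice of 6 months (SD, n = 6) and at 1.61 ± 2.20 CPM in 3 mo. C57BL/6 mice (SD, n = 3). The same list was higher in 3xTg-AD than in C57BL/6 mice at 3 months, in 14 of 14 genes (median 1.37, fry adjusted p = 0.671). Among these 3xTg-AD mice AV stood out, with 373 reads of Krt14 and 430 of Krt1 against at most 20 of either in AW and AX. The 3 mo. C57BL/6 mouse AS had Krt1 at 16.8 CPM, above each C57BL/6 sham mouse of 6 months (at most 9.93 CPM).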

The Alzheimer KEGG Pathway (entry: mmu05010) has also been tested. A total of 303 out of the 368 genes included in this pathway were also analyzed in this study (Supplementary Table S1). DEGs derived from the three aforementioned comparisons were not significantly enriched of genes belonging to this pathway. However, when the analysis was extended to all genes with FDR < 0.20, we observed a significant enrichment of genes of the Alzheimer KEGG Pathway among DEGs of the second comparison. Indeed, this group of genes showed 1.22 more genes of the Alzheimer KEGG pathway than expected by chance (hypergeometric test *p* = 0.026).

### 2.2. Venn Diagram Analysis

In order to obtain further insights into the biological mechanisms underlying the observed gene expression modulation, the list of DEGs obtained from the three aforementioned comparisons were intersected via Venn diagram (Figure 3).

Thus, we obtained a group derived by the intersection of all three comparisons that includes three genes (*Upb1*, *Chil3* and *Farsa*) and three groups derived by the pair-wise intersections, named Group C, Group D and Group E and described below.

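Under the edgeR test no gene was called in all 3 comparisons, since the third gave no call. Under DESeq2, 1 gene was shared. Leaving out the C57BL/6 mouse AS gave 10 such genes with edgeR. Chil3 had log2 fold changes of -1.15, 1.68 and -1.87 in the first, second and the third comparison (SE 0.30, 0.55 and 0.51), with edgeR adjusted p of 0.180, 0.0716 and 0.252. Those of Farsa were 1.74, 0.92 and 0.96 (SE 0.40, 0.26 and 0.40; adjusted p = 0.131, 0.0375 and 0.381), so that only the second passed. Upb1, with 0 to 172 reads per mouse in these groups, had 1.17, -1.42 and 1.96 (SE 0.98, 0.56 and 0.80; adjusted p = 0.677, 0.145 and 0.379).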

#### 2.2.1. Group C

In this group, there are genes that are deregulated both in the first and second comparisons and likely represent genes that are constitutively deregulated in the 3xTg-AD strain compared to the WT one, independently of age and presence of the AD symptomatology. Thus, we can assume that gene expression differences seen for these genes are directly influenced by the different genetic background of the strains analyzed. In this group, we observed 183 genes (Figure 3), a number 3.99-fold higher than expected by chance (randomized test *p* < 1 × 10^−5^). 

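The edgeR calls placed 46 genes in Group C, against 3.90 expected by chance among the genes tested in all comparisons, 11.8-fold more. A hypergeometric test of the overlap of the first with the second comparison gave p = 1.71e-43, a value that treats genes as independent. DESeq2 placed 209 genes in the group, 4.66-fold more than expected, and a single fit of all 42 mice placed 163. The size followed the first comparison, with 162 genes without the C57BL/6 mouse AS and 18 without the 3xTg-AD mouse AW. From the calls at both ages, the paper proposes that these genes are influenced by the genetic background of the strains.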

The list of these genes is reported in Supplementary Table S1. 

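Across the 46 Group C genes, Pearson's r between the log2 fold changes of the first and second comparison was 0.964 and Spearman's rho 0.969, and all 46 changed in the same direction. Genes are not independent replicates, and each of these had been selected by passing a threshold in both comparisons, which share no mice. Over all 15543 genes tested in both, r was 0.0776, and over the 695 genes with an unadjusted p under 0.05 in both it was 0.578.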

Intriguingly, we noted that the log_2_ fold-change values resulting from the two comparisons for these genes are strongly positively correlated (r^2^ = 0.92), implying that gene expression is similarly modulated in 3 mo. 3xTg-AD mice and 6 mo. 3xTg-AD mice, compared to WT mice of the same age. 

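Gdpd3, BC018473 and Cttnbp2 joined Npy and Klk1b22 among the genes without a read in the 3 mo. C57BL/6 mice. Gdpd3 was at 98.5 ± 22.2 CPM in 3 mo. 3xTg-AD mice (SD, n = 3), at least 541-fold higher. The bound was at least 94.4-fold for BC018473 and at least 78.2-fold for Cttnbp2. At 6 months, Gdpd3 was at 146 ± 67.6 CPM in 3xTg-AD (SD, n = 9) and 0.172 ± 0.171 CPM in C57BL/6 sham mice (SD, n = 6). Gm11942 was at 2539.5 ± 904 against 6.34 ± 2.63 CPM in the same mice. In the opposite direction, F2rl2 ranged from 1.00 to 3.96 CPM in 3xTg-AD and from 30.9 to 106 CPM in C57BL/6 sham mice.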

As depicted in the Heatmap (Figure 4), among these genes, some were expressed at a moderate/high level in the 3xTg-AD mice, and not expressed, or expressed at a very low level, in WT mice.

The Over-Representation Analysis (ORA) revealed an enrichment of genes belonging to the biological processes of blood coagulation and regulation of blood coagulation (Table 3).

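Of the 9 coagulation genes in Table 3, 8 were lower in 3xTg-AD mice in both comparisons, and Dmtn was higher in both, with log2 fold changes of 1.01 (SE 0.46) and 2.42 (SE 0.35). The edgeR test called 3 of the 9 at 3 months and 8 at 6 months. At 3 months Apoe had a log2 fold change of -2.18 (SE 0.39, edgeR adjusted p = 0.0544), and at 6 months of -2.95 (SE 0.54, adjusted p = 0.00216). Apoe was at 12.1 ± 0.366 CPM in 3 mo. 3xTg-AD and 55.2 ± 23.9 CPM in 3 mo. C57BL/6 mice (SD, n = 3 each). Pf4, which was at 664 ± 104 against 2158 ± 767 CPM in the same mice, had a log2 fold change of -1.70 at 3 months (SE 0.39, adjusted p = 0.129) and -1.12 at 6 months (SE 0.36, adjusted p = 0.0678). The 16 platelet marker genes, a list that leaves out the genes in Table 3, were lower in 16 of 16 cases at 3 months (median log2 fold change -1.27, fry adjusted p = 0.0274) and in 16 of 16 at 6 months (median -0.62, fry adjusted p = 0.248).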

#### 2.2.2. Group D

The intersection of DEGs from the first and third comparisons represents genes whose expression changes from 3 to 6 months of age in the WT mice and also differentiate the AD mouse model from WT at the pre-symptomatic stage. In this group, we found 36 genes (Figure 3), a number 4.9 times higher than expected by chance (randomized test *p* < 1 × 10^−5^). 

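With edgeR Group D was empty, because the third comparison gave no call. DESeq2 placed 45 genes in it, 8.22-fold more than expected by chance. The edgeR size was 118 without the C57BL/6 mouse AS and 15 in a single fit of all 42 mice. In both comparisons the same 3 mo. C57BL/6 mice were the reference, so chance differences of these mice enter both with the same sign.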

The list of these genes is reported in Supplementary Table S1. 

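Under DESeq2, r across the 45 Group D genes was 0.988. Over all 15527 genes tested in both comparisons with edgeR, r was 0.756 and rho 0.657, across genes that are not independent replicates. In 20 simulated data sets without any difference between groups, the shared reference mice alone gave a median r of 0.586 over all genes, from 0.570 to 0.606. Among genes with an unadjusted p under 0.05 in both comparisons, the median simulated r was 0.962, against 0.956 observed over 617 such genes. With the 3 mo. C57BL/6 mice divided, 1 as the reference of one comparison and 2 of the other, the median r over all genes was 0.253, from 0.0596 to 0.319 over the 6 divisions.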

We observed a positive correlation (r^2^ = 0.98) between the fold-change value of DEGs from the first and third comparisons. In other words, for these genes, the expression profiles of pre-symptomatic 3xTg-AD mice are more similar to that of 6 mo. WT mice than to that of WT mice of the same age. This result is in line with the hypothesis of Gatta and collaborators [14] that the genetic background of the 3xTg-AD mice could induce a biological alteration resulting in premature aging. 

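3 mo. 3xTg-AD mice were also compared directly with 6 mo. C57BL/6 sham mice, a comparison without the 3 mo. C57BL/6 mice. It called 280 of 15602 genes with edgeR, 161 higher and 119 lower in 3xTg-AD mice. The count was 400 without the C57BL/6 mouse AZ and 121 without the 3xTg-AD mouse AX. Of the 45 Group D genes under DESeq2, 0 were called there and 4 had an unadjusted p under 0.05. Their median absolute log2 fold change was 0.42, against 3.00 in the first and 2.64 in the third comparison. Because the selection of these genes required a difference of the 3 mo. C57BL/6 mice from both other groups, the small distance between those groups follows in part from the selection. From the positive correlation of fold changes in its Group D, the paper reasons that 3xTg-AD mice resemble older WT mice for these genes. The paper relates this to an earlier hypothesis of premature aging.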

We did not observe any significant enrichment considering all genes in this group, while we observed a significant enrichment for the pathway of response to cAMP when considering only down-regulated genes (Table 3).

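Dusp1, Fos, Fosb and Junb are the genes that Table 3 lists here. Dusp1 had log2 fold changes of -3.96 (SE 0.77, edgeR adjusted p = 0.0723) in the first and -3.04 (SE 0.58, adjusted p = 0.135) in the third comparison, and those of Fos were -3.50 (SE 0.73, adjusted p = 0.0946) and -3.25 (SE 0.58, adjusted p = 0.126). Fos was at 9.26 ± 9.15 CPM in 3 mo. C57BL/6 mice (SD, n = 3), 0.807 ± 0.287 CPM in 3 mo. 3xTg-AD mice (SD, n = 3) and 0.969 ± 0.535 CPM in C57BL/6 sham mice of 6 months (SD, n = 6). For Junb, the mean of 281 ± 340 CPM in 3 mo. C57BL/6 mice rested on mouse AS at 674 CPM. Without it, the log2 fold change of Junb in the first comparison moved from -1.69 to 0.00442. The 13 immediate early genes outside Table 3 went both ways, with 7 higher and 6 lower in 3xTg-AD mice at 3 months (median log2 fold change 0.15, fry adjusted p = 0.950).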

#### 2.2.3. Group E

This group includes genes whose expression changes with age in the WT mice and which are differentially expressed in the symptomatic 6 mo. 3xTg-AD mice. In this group, we found 35 genes (Figure 3), a number slightly higher (1.3) than expected by chance (randomized test *p* = 0.045). 

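No gene fell in Group E under edgeR, and 31 did under DESeq2, 1.79-fold more than expected by chance. The edgeR size was 26 without the C57BL/6 mouse AS and 5 in a single fit of all 42 mice.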

The list of these genes is reported in Supplementary Table S1. The analysis revealed a negative correlation (r^2^ = −0.94) between the effect size of DEGs in the second and third comparisons; that is, the gene expression perturbation observed in 6 mo. 3xTg-AD mice for these genes is opposite to that induced by age. 

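Across the 31 Group E genes under DESeq2, r was -0.961. The 6 mo. C57BL/6 mice were the reference of the second comparison and the tested group of the third, which gives their chance differences opposite signs. Over all 15594 genes tested with edgeR, r was -0.339 and rho -0.340. Simulated data without differences between groups gave a median r of -0.365, from -0.383 to -0.344 in 20 data sets. With 3 of the 6 mice used in each comparison, the median r over the 20 such divisions was -0.210, from -0.257 to -0.0734. Among the 485 genes with an unadjusted p under 0.05 in both comparisons, r was -0.833, against a median of -0.917 in the simulated data.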

We did not find these genes significantly enriched for any pathways when stratified in either up- or down-regulated genes.

#### 2.2.4. Groups A, B and F

From the intersection analysis, we identified three groups, namely A, B and F, that correspond to genes that were deregulated exclusively in one of the three aforementioned comparisons. Group A includes genes that were DEGs uniquely in the first comparison; Groups B and F includes those that were unique DEGs in the second and third comparisons, respectively (Figure 3, Supplementary Table S1).

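The edgeR test left 12 genes called only at 3 months, and DESeq2 left 233. All 14 interleukin signaling genes that Table 3 lists for Group A had negative log2 fold changes in 3xTg-AD mice at 3 months, from -2.10 to -0.27. Of these, 0 were called with edgeR, 5 had an unadjusted p under 0.05, and 3 were called with DESeq2. Il1b was at 44.5 ± 1.57 CPM in 3xTg-AD and 193 ± 107 CPM in C57BL/6 mice (SD, n = 3 each), a log2 fold change of -2.10 (SE 0.40, edgeR adjusted p = 0.0705). Without the C57BL/6 mouse AS, the log2 fold change turned positive in 7 of the 14 genes, with Osm at 0.69 and Lck at 0.20. At 6 months, 12 of the 14 were lower in 3xTg-AD mice and 0 were called, with 2 at an unadjusted p under 0.05.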

Group A includes 248 genes differentially expressed only in the pre-symptomatic 3xTg-AD mice. Down-regulated genes of this group resulted in being enriched with genes belonging to the Reactome pathway of Signaling by Interleukins (Table 3).

Group B includes 1330 genes differentially expressed only in the 6 mo. 3xTg-AD mice showing the first symptoms of AD pathology. Up-regulated genes of this group were mainly enriched with genes belonging to biological processes of selective autophagy and the negative regulation of peptidase activity (Table 3). 

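With edgeR, 999 genes were called only in the second comparison, and with DESeq2, 1203. At 3 months, 729 (73.1%) of the 997 that could be tested changed in the same direction, with r = 0.258 between their log2 fold changes at both ages, across genes that are not independent replicates, and 299 had an unadjusted p under 0.05. Whether the strain difference changed with age was tested as an interaction in the hippocampal sham mice. There, 2 of the 999 genes were called and 360 had an unadjusted p under 0.05. These genes had been chosen by a call at 6 months and none at 3 months, in mice that also enter this test. That selection by itself favours a difference between the ages. Of the 31 genes listed for Group B in Table 3, 27 were called with edgeR and 31 with DESeq2 at 6 months. In this comparison 27 were higher in 3xTg-AD mice and 4 were lower. At 3 months 26 of the 31 were higher, 0 were called with edgeR and 10 had an unadjusted p under 0.05. Sqstm1 was at 546 ± 194 CPM in 6 mo. 3xTg-AD sham mice (SD, n = 9) and 218 ± 77.1 CPM in C57BL/6 sham mice of 6 months (SD, n = 6). At 3 months it was at 309 ± 25.6 and 256 ± 127 CPM (SD, n = 3 each). From the restriction of these calls to 6 months, the paper proposes that the pathways are modulated by the onset of symptoms.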

Since, compared to DEGs identified in the second comparison, this group includes only genes deregulated in the symptomatic 6 mo. 3xTg-AD mice, we could hypothesize that the aforementioned pathways are those mainly modulated by the onset of the first symptoms of the AD pathology.

Group F includes 197 genes differentially expressed only in the 6 mo. WT mice compared to the 3 mo. WT mice. This group is mainly enriched with genes belonging to the biological processes of keratinocyte differentiation, actin cytoskeleton organization, multicellular organismal water homeostasis, intermediate filament cytoskeleton organization and to Reactome pathway of Phase I—Functionalization of compounds (Table 3).

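With edgeR no gene was called only in the third comparison, and with DESeq2, 115 were. Of the 38 genes that Table 3 lists for Group F, 35 were higher at 6 months, 34 had an unadjusted p under 0.05, 0 were called with edgeR and 25 with DESeq2. In the first comparison, which has the same 3 mo. C57BL/6 mice, 35 of the 38 were higher in 3xTg-AD mice, 26 had an unadjusted p under 0.05 and 6 were called with DESeq2. Many of these genes had 3 reads or fewer in each 3 mo. C57BL/6 mouse. Lce1a1 was at least 8.88-fold higher in 6 mo. C57BL/6 sham mice and at least 70.2-fold higher in 3 mo. 3xTg-AD mice than that floor allows. Lce1l was at least 3.78-fold and at least 27.3-fold higher in the same groups. These bounds use the mean of the higher group, which a single mouse can carry.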

### 2.3. tDCS Effects on Whole Blood Transcriptome

In order to study the effects of tDCS on whole blood transcriptome, we compared the gene expression of the 6 mo. mice undergoing sham stimulation to that of mice undergoing tDCS. This analysis was performed in the two strains separately. A total of 25 DEGs were identified in the comparison involving the 3xTg-AD mice, whereas no DEGs were observed in the same comparison performed in C57BL/6 mice (Supplementary Table S1). 

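In 14 3xTg-AD mice after tDCS against 9 after sham stimulation, 0 of 15607 genes were called with edgeR and 1224 had an unadjusted p under 0.05. DESeq2's likelihood ratio test called 37 genes, 25 higher and 12 lower after tDCS. Limma voom with sample weights called 5, a single fit of all 42 mice 4, and edgeR with 1 surrogate variable 13. The 23 fits that each left out 1 mouse called 0 genes. In hippocampal mice alone 0 genes were called and 1392 had an unadjusted p under 0.05, and in prefrontal mice alone 0 were called and 1042 were under 0.05. Each of the 25 genes in Table 4 changed in the direction given there with an unadjusted p under 0.05 in edgeR. DESeq2 called 20 of them over all genes, and edgeR 25 when adjusted over the list alone, which was chosen on these samples. In C57BL/6 mice, with 7 after tDCS and 6 after sham stimulation, 0 genes were called with any of the tests and 650 had an unadjusted p under 0.05 in edgeR. No C57BL/6 sham mouse was prefrontal, so with site as covariate only the 3 hippocampal tDCS mice could inform on stimulation. The difference between the strains was tested as an interaction over 36 mice, which called 0 genes and gave 667 with an unadjusted p under 0.05. Its C57BL/6 part, like the marker lists in that strain, rested on the same 3 tDCS mice. The 15 neutrophil marker genes were all higher after tDCS in 3xTg-AD mice (median log2 fold change 0.93, fry adjusted p = 0.0796). In C57BL/6 mice 14 of the 15 were higher (median 0.53, fry adjusted p = 0.516).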

The list of these genes is reported in Table 4.

Four of these DEGs (*Ap1b1*, *Ogdh*, *Rnf123* and *Mical3*) were also present in Group B, and three (*Crat*, *Ybx3*, *Ago2*) were included in Group C. For these three genes, Boxplots (Figure 5) revealed that mice stimulated with tDCS show a level of expression that approximate to that of WT sham mice. 

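Crat was at 124 ± 36.6 CPM in 3xTg-AD sham mice (SD, n = 9), 67.8 ± 23.9 CPM in 3xTg-AD tDCS mice (SD, n = 14) and 27.9 ± 14.7 CPM in C57BL/6 sham mice of 6 months (SD, n = 6). Between tDCS and sham, its log2 fold change was -0.86 (SE 0.18, edgeR adjusted p = 0.132). For this gene alone, a two-sided permutation test gave p = 0.00033, adjusted over 20 tests to 0.000943. Ybx3 was at 3200 ± 1104, 1829 ± 834 and 932 ± 485 CPM in the same groups, a log2 fold change of -0.81 after tDCS (SE 0.20, edgeR adjusted p = 0.207; permutation p = 0.00177, adjusted 0.00393). The levels of Ago2 were 399 ± 162, 249.5 ± 92.6 and 107 ± 38.4 CPM, with a log2 fold change of -0.67 after tDCS (SE 0.17, edgeR adjusted p = 0.214; permutation p = 0.00652, adjusted 0.0119). These genes had been picked from the same mice. In sham mice, each gene was highest in FA, FC and FD. By their Xist and Y-linked reads these may be female, as may the tDCS mice tdcs2, BN and FE. Sex may thus be unequal between the 9 sham and 14 tDCS mice and was in none of these tests. Hippocampal 3xTg-AD mice, none with over 100 Xist reads, had Crat from 86.3 to 135 CPM after sham and 38.7 to 104 after tDCS. Ybx3 ran from 2000 to 3147 and 858 to 1849, and Ago2 from 238 to 419 and 162 to 262 CPM. After tDCS, the levels in 3xTg-AD mice remained above those of C57BL/6 sham mice, by a log2 difference of 1.38 for Crat (permutation p = 0.00029), 1.02 for Ybx3 (permutation p = 0.00213) and 1.22 for Ago2 (permutation p = 6e-05). These tests leave out site, and all 6 C57BL/6 sham mice were hippocampal. In hippocampal mice alone (8 against 6), an added test, the differences were 1.22 (permutation p = 0.00266), 0.73 (permutation p = 0.0323) and 0.92 (permutation p = 0.000666). From the lower levels after tDCS, the paper concludes that expression approaches that of WT sham mice.

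**Figure D2:**
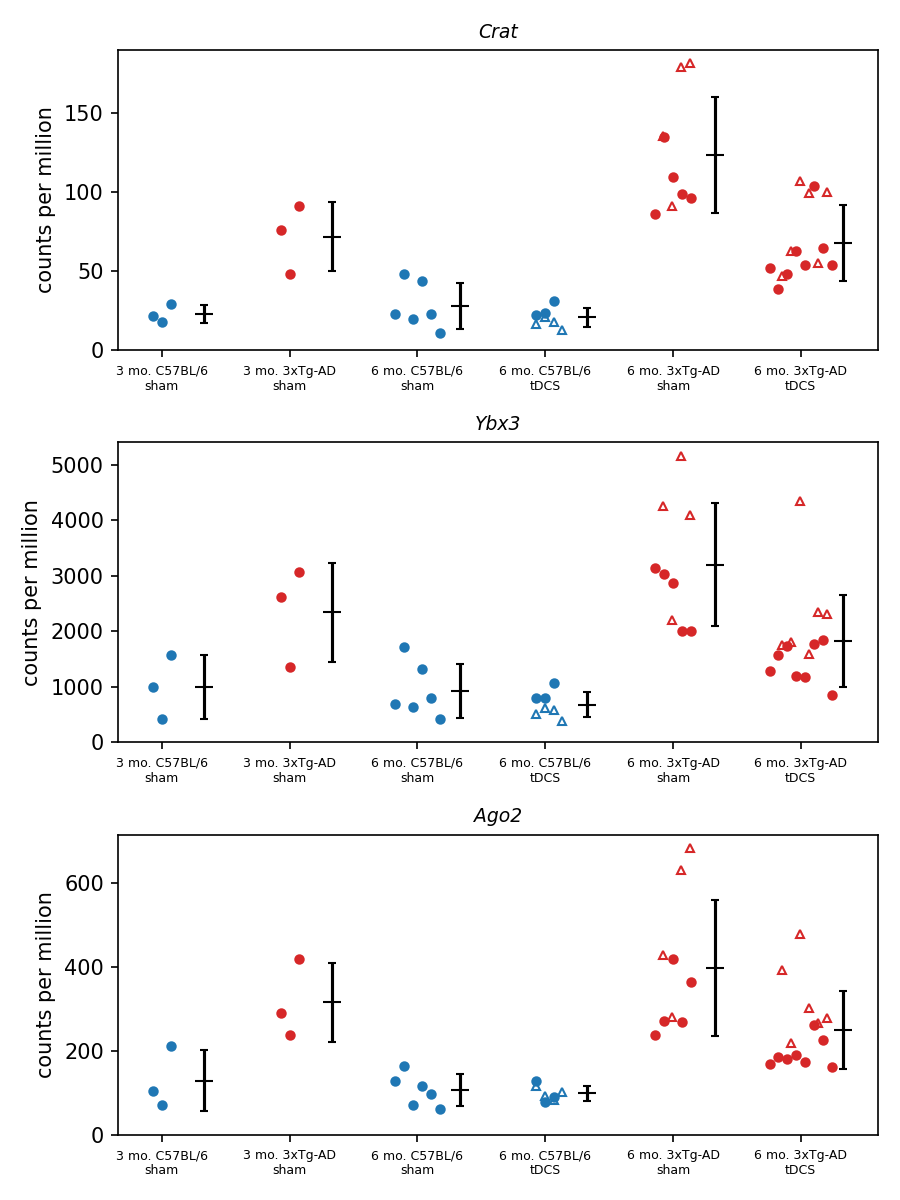
Levels of Crat, Ybx3 and Ago2 (CPM) in each mouse by group, with circles for hippocampal and open triangles for prefrontal mice and a bar for the mean ± SD. The means after tDCS in 3xTg-AD mice (67.8, 1829 and 249.5 CPM) lie between those of 3xTg-AD sham mice and C57BL/6 sham mice.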

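Across all 15606 genes, the log2 fold changes of tDCS against sham in 3xTg-AD mice and those of the second comparison had r = -0.318. The 6 mo. 3xTg-AD sham mice enter both with opposite signs, and simulated data without differences between groups gave a median r of -0.455, from -0.472 to -0.427 in 20 data sets. With these sham mice divided between the comparisons, the median r over 100 divisions was -0.0621, from -0.170 to 0.194. The 11 genes that DESeq2 called in both comparisons, which include Ap1b1, Ogdh, Rnf123, Mical3, Crat, Ybx3 and Ago2, all changed in opposite directions.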

No gene groups resulted in being significantly enriched from gene-set enrichment analysis.

## 3. Discussion

In this study, we characterized the whole blood transcriptomic profile of the 3xTg-AD mouse strain, highlighting two main findings.

First, we identified 183 genes that were significantly deregulated in the 3xTg-AD mice compared to the WT mice independently of age (Group C), and that could represent a direct signature of the different genetic background of the two strains studied (3xTg-AD and C56BL/6). Intriguingly, among these genes, some were expressed at a very high level in the 3xTg-AD mice, and not expressed, or expressed at a very low level, in WT mice. The two most deregulated genes among these were *Npy,* which encodes for the neuropeptide y, a polypeptide with an important neuroprotective and anti-neurodegenerative role [35], and *Gdpd3*, which encodes for lysophospholipase D. *Npy* has an essential role in neuroprotection against toxic stimuli [36], in reduction of inflammation [37] and in mechanisms of learning and memory [38]. Moreover, the role of *Npy* in neurodegenerative diseases has been largely investigated [30]. In different AD mouse models, including the 3xTg-AD, the expression of *Npy* seemed to be reduced [39,40,41]. However, studies in other models showed an increase of NPY protein levels in specific brain regions [42,43]. Despite these contrasting results, which could depend on the peculiarities of each model, there is evidence of a reduction in NPY protein levels in the brains of AD patients [44], and evidence of a reduction, or no alteration, of the protein level in plasma [45,46]. These results suggest that *Npy* could have an important role in AD and it could be considered as a possible therapeutic target for AD and other neurodegenerative diseases [29]. Concerning the *Gdpd3* gene, its higher expression in 3xTg-AD mice compared to WT mice is intriguing in light of the fact that the human ortholog maps in the 16p11.2. Micro duplication of this locus has been associated with developmental delay, intellectual disability, behavioral problems, autism, schizophrenia, bipolar disorder and with psychosis in Alzheimer’s disease [47]. Among the genes of Group C, we also observed a down-regulation of *Apoe*. A reduced expression of this gene in the blood of 3xTg-AD mice was already reported [15] and reflects what was observed in AD patients [48,49,50], which was also correlated to a decrease in hippocampal volume [51] and an increase in the amount of cerebral beta amyloid [50,52]. Our results confirm the role of *Apoe* as a peripheral biomarker for AD. Further, our analyses of Group C genes revealed an enrichment of genes associated with blood coagulation and its regulation. The alteration of coagulation mechanisms in AD has been previously investigated; different studies observed increased levels of thrombin [53] and fibrinogen [54] in the brains of AD patients and an alteration in the levels of different hypercoagulation markers in the peripheral blood of AD patients [55]. Concerning mouse models, a study focused on the activity of platelets in 3xTg-AD mice showed an increased tendency of platelets to adhere and to form clotting [56], whereas the APP23 mice showed a pre-activated state and an accelerated activation of platelets [57]. Despite this evidence of an enhanced coagulation mechanism in AD, we also observed a down-regulation of genes involved in the activation of coagulation. This last result is in accordance with a previous study that reported an impairment of clotting formation and a reduction in clotting formation time, both in AD patients and in Tg6799 AD mice model [58].

The second most relevant finding of this study were the 1330 DEGs (Group B) differentially expressed only in the 6 mo. 3xTg-AD mice; that is, they were neither age-related genes nor deregulated in the pre-symptomatic 3xTg-AD mice. At six months of age, the 3xTg-AD mice begin to show the main features of the disease, such as the presence of beta amyloid plaque formation both in cortex and hippocampus [11], tau hyperphosphorylations, altered microglia activation, neuroinflammation [12], alterations in basal synaptic transmission and in LTP, learning impairment and cognitive decline [11,12]. Since the genes of Group B were deregulated only in symptomatic 6 mo. 3xTg-AD mice, we could speculate that their expression is modulated by the onset of the pathological phenotype of AD, which begins to appear in mice’s brains at only six months of age. For this reason, these genes could be considered as potential peripheral biomarkers of the first symptomatology onset of the pathology; they could be useful to evaluate the efficacy of potential pharmacological and non-pharmacological therapies.

Group B did not result in being enriched with genes belonging to a specific pathway; however, up-regulated genes were enriched with genes of the selective autophagy process and the negative regulation of peptidase activity process. Autophagy is a cell process mediated by lysosomes responsible for the degradation of misfolded protein aggregates and damaged organelles. Recent studies have suggested that selective autophagy is closely implicated in neurological diseases [59]. Indeed, in many neurological disorders, the failure of the selective autophagy processes determines abnormal protein aggregation that causes irreversible damages, especially in the brain [60,61].

To complete the analysis and evaluate how the expression profile changes during the mouse physiological growth, we compared C57BL/6 mice at three and six months of age (third comparison), and we identified 271 DEGs. Among these, 36 genes (Group D) resulted in being differentially expressed also in the comparison of 3 mo. 3xTg-AD vs. 3 mo. C57BL/6 mice, and their expression changes were concordant, i.e., all up-regulated genes in 3 mo. 3xTg-AD were also up-regulated in 6 mo. C57BL/6 mice (and down-regulated genes as well). These observations suggest that, in the blood of the 3 mo. 3xTg-AD mice, there are genes whose expression is more similar to that of a 6 mo. mouse rather than that of a 3 mo. one. Our findings are in line with those presented by Gatta et al., where the authors proposed a set of genes whose expression is modulated by age as a major contributing factor in AD [14]. Indeed, Gatta et al. have previously suggested an alteration in the expression of genes related to aging in 3 mo. 3xTg-AD mice; in particular, they observed an altered expression of genes related to mitochondrial functioning, inflammatory response and calcium homeostasis, in neuronal proliferation, synaptic plasticity and neuronal survival. Among age-related genes that are down-regulated in 3 mo. 3xTg-AD mice, we observed an enrichment of genes involved in the response to the AMP cyclical (cAMP) pathway. In particular, all of the four genes in this pathway were related to apoptosis and cell proliferation: three genes (*Fos*, *Fosb*, *Junb*) encode for subunits of the transcription factor complex AP-1, important regulators of cell proliferation, differentiation, transformation and apoptosis; the fourth, *Dusp1*, whose expression is controlled by the AP-1 complex, is a negative regulator of cell proliferation. Cell proliferation, apoptosis and senescence, fundamental for the maintenance of brain tissue homeostasis, are altered in the brains of AD patients, and they are supposed to be involved in the development and progression of the disease [62,63,64]. Despite neurons being known to be typically in a quiescent state in the adult nervous system, cell cycle reactivation was observed in neurodegenerative diseases [64,65] as a consequence of mitotic stimuli, such as the presence of beta amyloid plaques and tau tangles [66]. Despite the expression of proteins involved in the cell cycle, this cannot be typically concluded by neurons and it leads to neuronal apoptosis [67], another mechanism impaired in AD [68,69]. In accordance with our results, the overexpression of several cell cycle proteins was also observed in peripheral lymphocytes of AD patients [70].

No firm conclusion can be drawn from the deregulation of age-related genes in 6 mo. 3xTg-AD mice. Indeed, although we observed some age-related genes differentially expressed in the 6 mo. 3xTg-AD mice, their number was only slightly higher than expected and no enriched pathways were observed.

Ochi and colleagues have recently reported the characterization of blood and hippocampal transcriptome of the 3xTg-AD mouse by microarray analysis [15], through which they identified 379 genes that were differentially expressed in the blood of 3xTg-AD mice. A total of 285 genes were also analyzed in our study and, despite the methodological differences between the two studies, we observed a significant (hypergeometric *p* = 0.0014) enrichment (1.52 fold) of them among genes differentially expressed in the 3xTg-AD mice (DEGs of the first and second comparison). These results corroborate the involvement of these genes in the clinical phenotype of the mouse (Supplementary Table S1).

As a proof of the principle that brain stimulations have an effect on the brain with consequences that can also be observed at the peripheral level, we studied the blood transcriptome profile of mice that underwent anodal tDCS. tDCS has been largely studied for its effects on synaptic plasticity and neuronal excitability [16,17], and different studies in animal models have shown its effects on brain gene expression. In rat cerebral cortices, the administration of tDCS was observed to modulate the expression of several genes involved in synaptic plasticity, such as neurotransmitter receptors [22], plasticity related genes [71], and genes coding for the major histocompatibility complex I [21]. In addition, a study on C57BL/6 mice revealed that tDCS acts on synaptic plasticity through the modulation of *Bdnf* expression [19]. Despite the evidence that, in the brain, tDCS can modulate the expression of genes related to synaptic plasticity, until now no studies have investigated its effects on blood transcriptome. This information, however, could be very useful in order to identify peripheral biomarkers of synaptic plasticity that could be applied in diagnosis and prognosis of AD.

Our study identified 25 genes whose expression was modulated by tDCS in the 3xTg-AD mice. According to the Genome Expression Database (GXD) [72], 21 of these genes are expressed both in mice hippocampi and prefrontal cortices, sites of stimulation in our model. This result suggests that tDCS is able to modulate, directly or indirectly, the gene expression of peripheral tissues, such as blood, and it suggests that blood gene expression profiles could be used as biomarkers of synaptic plasticity.

Considering the evidence about the utility of tDCS in the treatment of neurodegenerative diseases, including AD [73], we investigated if the stimulation could restore the expression of some genes that were impaired in 3xTg-AD mice. Among the 25 genes whose expression was modulated by tDCS, three (*Crat*, *Ybx3* and *Ago2)* were deregulated in the 3xTg-AD mice independently of age. For all these genes, 3xTg-AD mice that underwent tDCS showed expression levels comparable to those of WT mice and significantly lower than 3xTg-AD undergoing sham stimulation. This result suggests that tDCS probably acts by normalizing the activity of some biological pathways that are altered in the pathology.

No genes were found deregulated in C57BL/6 mice undergoing tDCS. This negative result finds a possible explanation in the fact that the mice used for this comparison were fewer than the 3xTg-AD mice and therefore the analysis had a lower statistical power. However, another possible explanation could be found in the fact that tDCS restores mainly the expression of genes impaired in 3xTg-AD mice, and if these pathways are not impaired, as in the WT model, its effect is minimal and not detectable when analyzing few animals.

Our study depicts the whole blood transcriptomic profile of 3xTg-AD mice at three and six months of age by comparing their transcriptomic profiles with those of WT C57BL/6 mice of the same ages. When interpreting the results, we should keep in mind that the genetic backgrounds of these strains are similar, but not identical, since 3xTg-AD mice have a hybrid C57BL/6;129 genetic background. For this reason, we cannot completely rule out that some differences observed among the groups could be due to the different genetic background rather than to transgenic mutations of 3xTg-AD mice. Despite this limitation, the comparison of 3xTg-AD and C57BL/6 mice remains important in light of the fact that the C57BL/6 genome is the mouse reference genome, a lot of expression data are available for this strain, and it has previously been used as a control strain for 3xTg-AD mice [74,75,76].

Mice used in this study to characterize the 3xTg-AD strain underwent a sham stimulation. Although previous studies confirmed that the sham stimulation has no impact on the samples’ corticospinal excitability [77], we could not completely rule out that it could have any effect on peripheral gene expression. In any case, the eventual effect induced by the sham stimulation would be compensated by the fact that both strains underwent the same sham stimulation.

In conclusion, this study allowed a better characterization of the 3xTg-AD mouse strain from a molecular point of view. As expected, we found a modulation of pathways previously known to be altered in AD. In addition, this study highlighted that events that affect synaptic plasticity, such as the onset of the neurodegenerative diseases or brain stimulation techniques, such as tDCS, affect the expression profiles of the peripheral tissues. This last result suggests that peripheral gene expression can be used as a biomarker to study the progression of the pathology and the effects of possible pharmacological or non-pharmacological therapies.

## 4. Materials and Methods

### 4.1. Animal Models

Twenty-six male triple transgenic AD (3xTg-AD) mice, harboring human APP Swedish, PSEN1 M146V and MAPT P301L mutations, and sixteen C57BL/6 wild-type (WT) mice were analyzed in this study (Table 1). The 3xTg-AD and C57BL/6 mouse colonies were established and maintained at the Animal Facility of the Università Cattolica from breeding pairs (Jackson Laboratory). The animals were housed under a 12-h light-dark cycle at a temperature of 22–23 °C and a humidity of 60–75%.

### 4.2. tDCS Protocol

For tDCS stimulation, we adopted a unilateral epicranial electrode arrangement [19,78,79]. Specifically, the active electrode was composed of a tubular plastic cannula with an internal diameter of 3.0 mm, filled with saline solution (0.9% NaCl) just prior to tDCS; the counter electrode consisted of a rubber-plate electrode enclosed in a wet sponge (5.2 cm^2^). The center of the active electrode was positioned 1 mm posterior and 1 mm lateral to the bregma in mice subjected to hippocampal stimulation, and 1.7 mm anterior and 0 mm lateral to the bregma in mice which underwent prefrontal cortex stimulation [80]. The counter electrode was placed over the ventral thorax. The implant of the epicranial electrode was made under anesthesia by an intraperitoneal injection of a cocktail with ketamine (87.5 mg/Kg) and xylazine (12.5 mg/Kg). During surgery, the temperature was maintained at 37 °C. The scalp and underlying tissues were eliminated, and the electrode was positioned on the skull using a carboxylate cement (3M ESPE, Durelon, 3M Deutschland GmbH, Germany). After surgery, mice were placed in individual cages and were allowed to recover for 3–5 days before undergoing tDCS. For hippocampal stimulation, tDCS protocol consisted of 3 single stimulations (current intensity of 250 μA for 20 min, current density of 35.4 A/m^2^) delivered on 3 consecutive days, once per day. For prefrontal cortex stimulation, tDCS protocol consisted of 6 single stimulations (current intensity of 250 μA for 15 min, current density of 35.4 A/m^2^) delivered over 2 weeks, for 3 consecutive days per week. We adopted the “anodal” tDCS configuration, corresponding to a positive electric field (positive electrode over the hippocampus or the prefrontal cortex). A battery-driven constant current stimulator (BrainSTIM, EMS, Italy) was used to deliver tDCS. The current intensity was ramped for 10 s to prevent a stimulation break effect. tDCS was applied to awake mice at approximately the same time of day (around 10 a.m.). The animals were observed during tDCS and no abnormal behaviors were detected related to the stimulation. In brain tissues obtained from mice subjected to tDCS, no morphological alterations were found. Control mice received a sham stimulation (the same manipulation as in tDCS protocol was performed, but no current was applied). Blood collection was performed 15–30 min after tDCS or sham stimulation. 

### 4.3. RNA-Seq on Blood Samples

Total RNA was isolated from peripheral blood with the Quick DNA/RNA miniprep plus kit (ZymoResearch, Irvine, CA, USA) according to the manufacturer’s instruction. The RNA purity was evaluated with NanoDrop Spectrophotometer 2000 (Thermo Fisher Scientific, Waltham, MA, USA) and RNA integrity number (RIN) was determined with Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

Alpha and beta globin were depleted from total RNA with the GLOBINclear Kit (Invitrogen by Thermo Fisher Scientific), and sequin synthetic RNA spike-in controls were added to mRNA as sequencing internal controls [81]. Libraries were produced with QuantSeq 3′ mRNA-Seq Library Prep Kit for Ion Torrent (Lexogen GmbH, Vienna, Austria) according to the manufacturer’s instruction. The templates were prepared with the Ion PI Hi-Q OT2 200 Kit on the Ion OneTouch 2 System and sequenced on the Ion Proton System with Ion PI Hi-Q Sequencing 200 Kit (Ion Torrent by Thermo Fisher Scientific).

Demultiplexing and barcode trimming were performed automatically by the Torrent Suite Software (v.5.12.0) after each sequencing run, and data from multiple runs were merged in order to create a unique FASTQ file for each sample. Following the guidelines of the Lexogen manufacturer, we used cutadapt v1.14 [82] to cut poly-A tails and five bases from the 5′ prime end (which may contain mismatched bases eventually introduced by random priming). After trimming, all reads with a length below 30 bp and quality trimming below Q10 were discarded. The quality of processed data was evaluated analyzing the sequin spike-in transcripts using Kallisto [83] and the Anaquin package in R [81].

After QC, STAR aligner v. 2.6 [84] was used to compute reads alignment and gene counts based on the *Mus musculus* reference genome (mm10) and the ENCODE V19 comprehensive gene-set annotations. After merging data from all samples, only genes with more than 10 reads in at least 3 samples were included, resulting in a gene count matrix with 42 samples and 15,613 genes.

### 4.4. Whole Transcriptome Analysis

#### 4.4.1. Identification of Differentially Expressed Genes

The gene expression analysis was performed using the DESeq2 package in R, as described in [85]. Principal Component Analysis (PCA) was performed with prcomp package on DESeq2 log-transformed data in R [85]. Within the expression dataset, we identified 6 sample groups stratified by mouse strain, age and treatment as defined in Table 1. First, we analyzed the specific transcription profile of the 3xTg-AD mouse strain by comparing mice in the sham group according to the following contrasts: (i) three 3-month-old (3 mo.) 3xTg-AD mice vs. three 3 mo. WT mice; (ii) nine 6-month-old (6 mo.) 3xTg-AD mice vs. six 6 mo. WT mice; (iii) six 6 mo. vs. three 3 mo. WT mice (Figure 1). Differentially expressed genes (DEGs) were identified using the Likelihood Ratio Test (LRT) as implemented in DESeq2 comparing a reduced model including “RIN” and “site of stimulation” variables with a full model including RIN “site of stimulation” and group variables. “Site of stimulation” was included as covariate in the comparison of mice that underwent sham stimulation due to its strong correlation with the first principal component. We then investigated the effect of tDCS on transcription profiles of 6 mo. mice according to the following contrasts: (i) fourteen 3xTg-AD mice undergoing tDCS stimulation vs. nine 3xTg-AD mice undergoing sham stimulation; (ii) seven WT mice undergoing tDCS stimulation vs. six WT mice undergoing sham stimulation (Figure 1).

DEGs were identified through LRT, comparing a reduced model including RIN and site of stimulation variables and a full model including RIN, site of stimulation and stimulation variables. The DESeq2 independent filtering option was applied to maximize the number of genes that will have an adjusted *p*-value less than 0.1. False discovery rate BH FDR was used to control for multiple tests comparisons, and genes with FDR < 0.05 were considered as significantly modulated in subsequent analyses.

#### 4.4.2. Random Test Statistics on Venn Diagram

In order to test if the number of genes in the Venn intersections was higher than expected by chance, we applied a random test statistic. Briefly, on the overall set of 15,613 genes addressable in our analysis (background genes), we randomly sampled 3 groups of N genes, with N equal to the number of DEG in the three aforementioned comparisons (1st comparison N = 470; 2nd comparison N = 1551; 3rd comparison N = 271) and we counted the number of overlapping genes among the three groups. The procedure was repeated 10 million times. Empirical *p*-values were then calculated as the number of tests resulting in an equal or higher number of overlapping genes than those observed and reported in the Venn diagram of Figure 3.

#### 4.4.3. Over-Representation Analysis (ORA)

Gene-set enrichment analysis was performed for the significantly modulated genes (FDR < 0.05) using WebGestaltR v. 4.0.3 [86], the ORA enrichment method and considering the 15,613 genes analyzed as the background set. Enrichment categories considered were: GO Biological Process, GO Cellular Component, GO Molecular Function, KEGG and Reactome pathways. Only enrichment categories with more than 10 genes and less than 500 genes were analyzed, and those categories with FDR < 0.05 were considered significantly enriched. The affinity propagation method was used to reduce the number of gene sets.

## Figures and Tables

**Figure 1:**
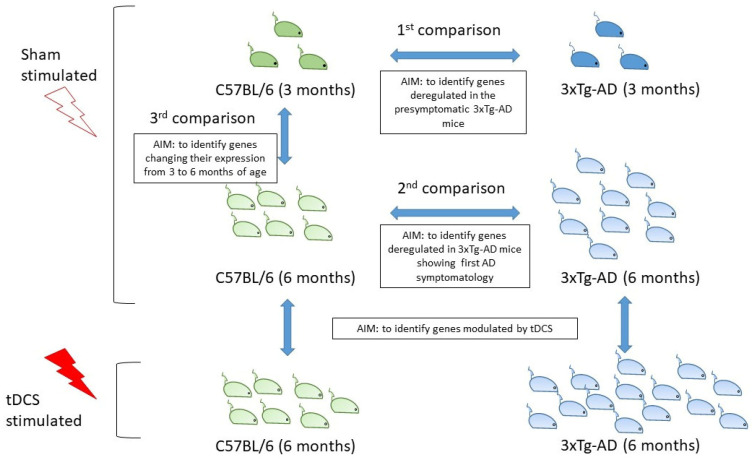
Study design.

**Figure 2:**
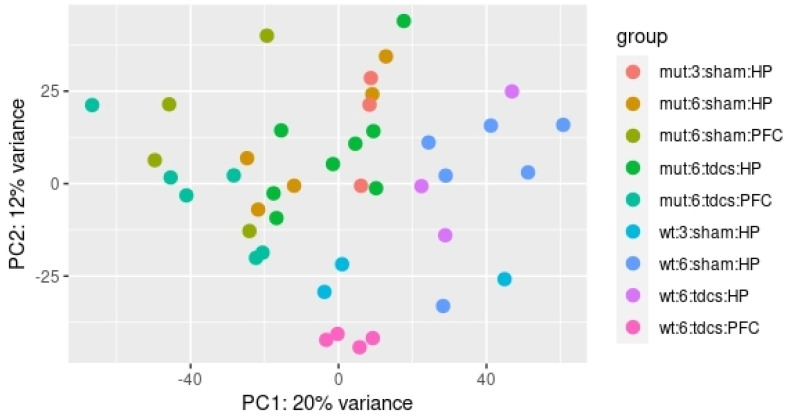
Scatterplot of the Principal Component Analysis.

**Figure 3:**
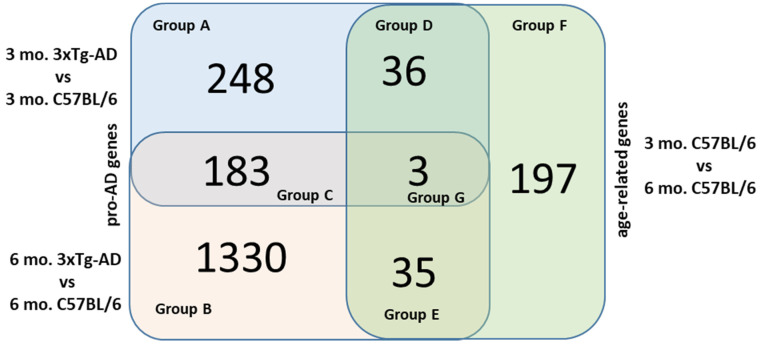
Venn diagram of the three comparisons performed among sham mice.

**Figure 4:**
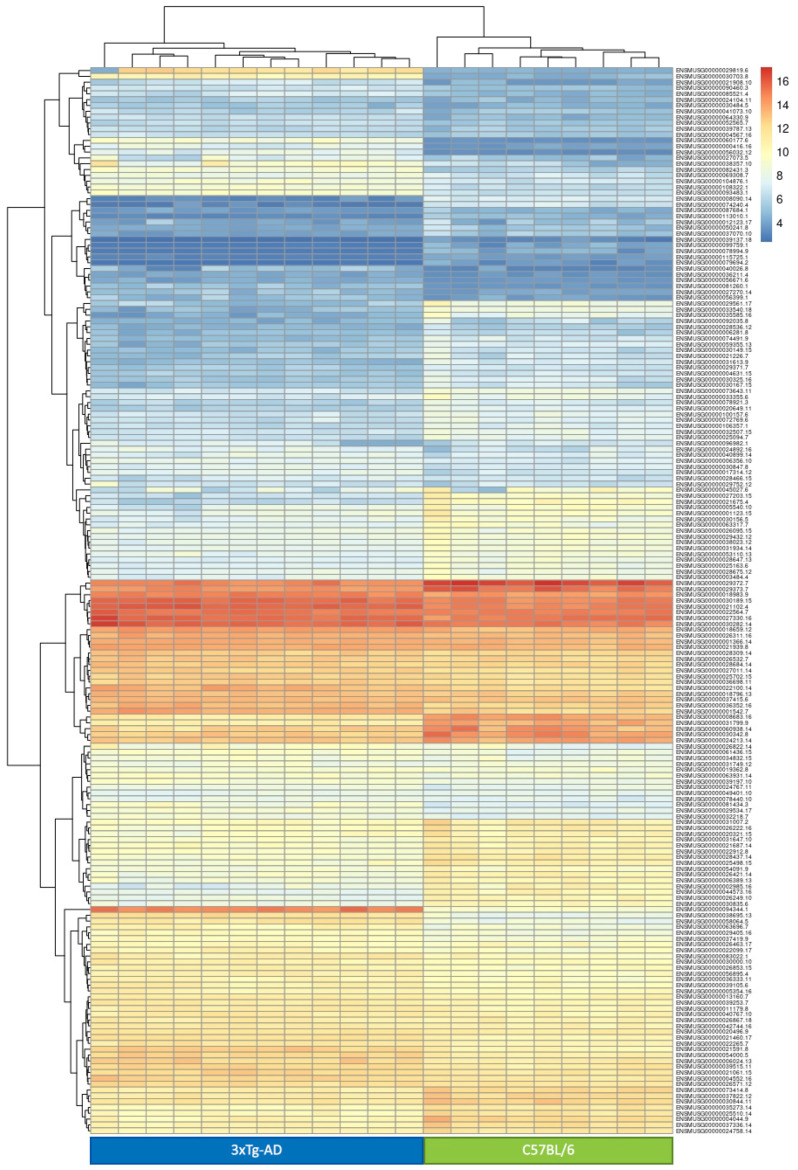
Heatmap of the DEGs in group C.

**Figure 5:**
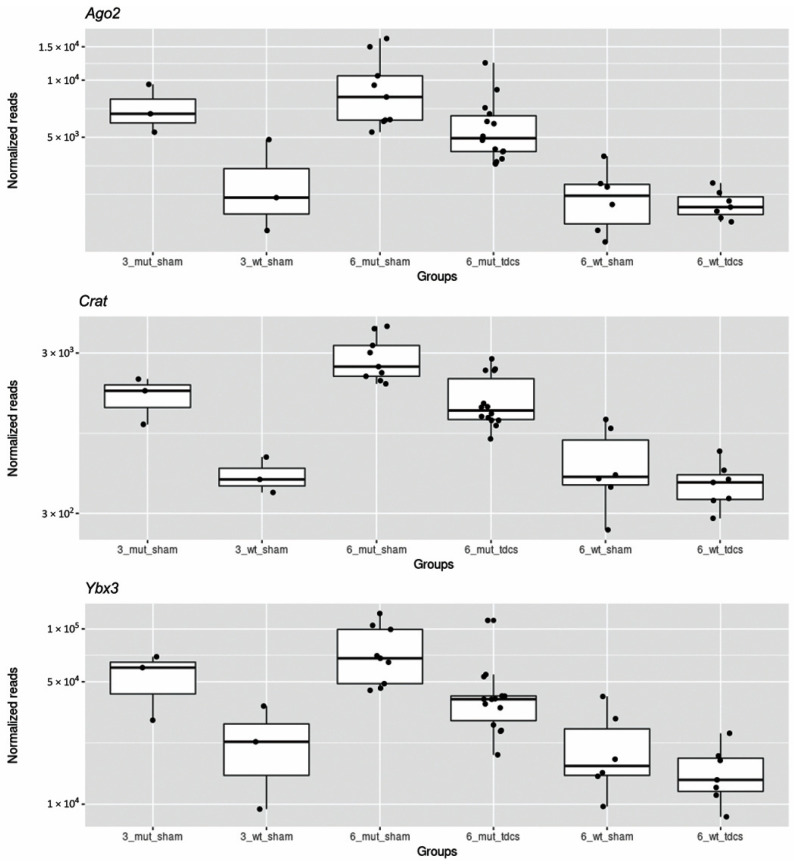
Boxplot of normalized reads for genes modulated by tDCS and deregulated in the 3xTg-AD mouse. Normalized reads were those calculated and used by DESeq2 software. A log scale is used for the Y axis. It is of note that 6 mo. 3xTg-AD mice undergoing tDCS stimulation (6_mut_tdcs) have expression levels that are in between that of 6 mo. 3xtg-AD mice undergoing sham stimulation (6_mut_sham) and 6 mo. WT mice undergoing sham stimulation (6_wt_sham).

**Table 1:** Number of mice analyzed in this study stratified for strain, age, and site of stimulation.

Strain	Age	Stimulation	Number of Mice ^1^
3xTg-AD	3 months old	sham	3 (HP)
	6 months old	sham	9 (5 HP, 4 PFC)
		tDCS	14 (8 HP, 6 PFC)
C57BL/6	3 months old	sham	3 (HP)
	6 months old	sham	6 (HP)
		tDCS	7 (3 HP, 4 PFC)

^1^ Site of stimulation: HP: hippocampus; PFC: prefrontal cortex.

**Table 2:** List of top ten DEGs identified in the three comparisons.

Gene Name	Base Mean	log_2_ Fold Change	log_2_ Fold SE	*p* Value	FDR	Official Full Name
1st Comparison: 3 mo. 3xTg-AD vs. 3 mo. C57BL/6 mice						
*Npy*	3148	16.02	1.95	1.36 × 10^−33^	1.66 × 10^−29^	neuropeptide Y
*Gdpd3*	1025	13.24	1.87	2.48 × 10^−30^	1.52 × 10^−26^	glycerophosphodiester phosphodiesterase domain containing 3
*Dut*	552	−4.55	0.49	1.66 × 10^−23^	6.76 × 10^−20^	deoxyuridine triphosphatase
*Gm11942*	29,125	9.49	0.63	4.35 × 10^−23^	1.33 × 10^−19^	predicted gene 11,942 b22
*F2rl2*	711	−4.88	0.53	7.00 × 10^−23^	1.71 × 10^−19^	coagulation factor II (thrombin) receptor-like 2
*Klk1b22*	272	11.94	1.87	9.40 × 10^−23^	1.92 × 10^−19^	kallikrein 1-related peptidase
*Tpm4*	6746	−3.75	0.40	2.79 × 10^−22^	4.87 × 10^−19^	tropomyosin 4
*Serpine2*	798	−3.12	0.37	4.13 × 10^−19^	6.31 × 10^−16^	serine (or cysteine) peptidase inhibitor, clade E, member 2
*Acp1*	597	−3.65	0.44	3.29 × 10^−18^	4.47 × 10^−15^	acid phosphatase 1, soluble
*Josd2*	2113	4.65	0.49	3.91 × 10^−15^	4.78 × 10^−12^	Josephin domain containing 2
2nd Comparison: 6 mo. 3xTg-AD vs. 6 mo. C57BL/6 mice						
*Klk1b22*	770	12.65	0.90	9.89 × 10^−87^	1.42 × 10^−82^	kallikrein 1-related peptidase b22
*Gm11942*	35,739	8.60	0.35	3.51 × 10^−78^	2.53 × 10^−74^	predicted gene 11,942
*Aa465934*	665	4.77	0.25	1.05 × 10^−70^	5.03 × 10^−67^	lncRNA gene
*Bc018473*	297	11.30	0.91	8.18 × 10^−66^	2.94 × 10^−62^	cDNA sequence BC018473
*Gdpd3*	2066	9.60	0.48	3.58 × 10^−65^	1.03 × 10^−61^	glycerophosphodiester phosphodiesterase domain containing
*Cttnbp2*	326	5.89	0.39	1.91 × 10^−58^	4.57 × 10^−55^	cortactin Binding Protein 2
*Josd2*	5004	5.96	0.32	9.44 × 10^−57^	1.94 × 10^−53^	Josephin domain containing 2
*Fgfrl1*	85	−7.98	0.68	7.04 × 10^−44^	1.27 × 10^−40^	3fibroblast growth factor receptor-like 1
*Gm48905*	151	−7.56	0.57	1.60 × 10^−38^	2.55 × 10^−35^	predicted gene 48,905
*4930526A20rik*	129	5.30	0.39	1.56 × 10^−36^	2.24 × 10^−33^	pseudogene
3rd Comparison: 6 mo. C57BL/6 vs. 3 mo. C57BL/6 mice						
*Evpl*	47	9.50	1.32	1.03 × 10^−16^	1.45 × 10^−12^	envoplakin
*Slc13a2*	73	4.33	0.57	4.59 × 10^−14^	3.23 × 10^−10^	solute carrier family 13 (sodium-dependent dicarboxylate transporter), member 2
*Ddit4*	157	−2.96	0.44	4.77 × 10^−13^	2.24 × 10^−9^	DNA-damage-inducible transcript 4
*Folr1*	23	7.27	1.32	6.63 × 10^−11^	2.25 × 10^−7^	folate receptor 1 (adult)
*Acsm1*	32	8.71	1.45	7.98 × 10^−11^	2.25 × 10^−7^	acyl-CoA synthetase medium-chain family member 1
*Cyp4a12B*	109	6.82	1.08	5.43 × 10^−10^	1.28 × 10^−6^	cytochrome P450, family 4, subfamily a, polypeptide 12B
*Gm16136*	39	9.07	1.53	3.55 × 10^−9^	7.14 × 10^−6^	predicted gene 16,136
*B3gnt8*	936	2.19	0.34	4.18 × 10^−9^	7.36 × 10^−6^	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 8
*Ces2f*	16	7.40	1.42	9.79 × 10^−9^	1.53 × 10^−5^	carboxylesterase 2F
*Ddr1*	23	7.28	1.41	2.00 × 10^−8^	2.56 × 10^−5^	discoidin domain receptor family, member 1

**Table 3:** ORA results for the groups derived from Venn diagram.

**Pathways Enriched among Down-Regulated Genes of Group C**							
**Gene Set**	**Description**	**Size**	**Expect**	**Ratio**	***p*** **Value**	**FDR**	**Gene List**
**GO:0007596**	blood coagulation	117	13.99	64.33	1.1 × 10^−^^5^	0.034	*Apoe*, *F2rl2*, *Dmtn*, *Pros1*, *Serpine2*, *Pf4*, *Cd9*, *Hpse*, *Mpig6b*
**GO:0030193**	regulation of blood coagulation	50	0.60	10.04	2.7 × 10^−^^5^	0.045	*Apoe*, *Dmtn*, *Pros1*, *Serpine2*, *Cd9*, *Hpse*
**Pathways Enriched among Down-Regulated Genes of Group D**							
**Gene Set**	**Description**	**Size**	**Expect**	**Ratio**	***p*** **Value**	**FDR**	**Gene List**
**GO:0051591**	response to cAMP	66	0.11	35.96	4.0 × 10^−^^6^	0.0330	*Dusp1*, *Fos*, *Fosb*, *Junb*
**Pathways Enriched among Down-Regulated Genes of Group A**							
**Gene Set**	**Description**	**Size**	**Expect**	**Ratio**	***p*** **Value**	**FDR**	**Gene List**
**R-MMU-449147**	Signaling by Interleukins	247	3.01	4.65	01.9 × 10^−^^6^	0.008	*Lck*, *Il17ra*, *Psmb1*, *Peli1*, *Vamp2*, *Stat5b*, *Psmb8*, *Il1r2*, *Il1b*, *Nfkbib*, *Il15*, *Pik3cb*, *Osm*, *Mapk1*
**Pathways Enriched Among Up-Regulated Genes of Group B**							
**Gene Set**	**Description**	**Size**	**Expect**	**Ratio**	***p*** **Value**	**FDR**	**Gene List**
**GO:0061912**	selective autophagy	42	2.03	4.93	2.3 × 10^−^^5^	0.042	*Sqstm1*, *Cdc37*, *Sptlc1*, *Prkn*, *Rb1cc1*, *Optn*, *Becn1*, *Wdr81*, *Mapk3*, *Clec16a*
**GO:0010466**	negative regulation of peptidase activity	161	7.78	2.70	3.1 × 10^−^^5^	0.043	*Bcl2l1*, *Birc5*, *Arrb1*, *Rffl*, *Cast*, *Pak2*, *Birc6*, *Crim1*, *C3*, *Dnajb6*, *Ints1*, *Rps6ka3*, *Ngp*, *Ltf*, *Dhcr24*, *Gpi1*, *Fcmr*, *Usp14*, *Wfdc21*, *Gpx1*, *Wfdc3*
**Pathways Enriched among DEGs of Group F**							
**Gene Set**	**Description**	**Size**	**Expect**	**Ratio**	***p*** **Value**	**FDR**	**Gene List**
**GO:0030216**	keratinocyte differentiation	102	1.32	8.3	7.7 × 10^−^^8^	0.0006	*Grhl1*, *Cers3*, *Ptgs2*, *Evpl*, *Kdf1*, *Lats1*, *Lce1l*, *Dsp*, *Lce1a1*, *Cyp26b1*, *Lce1a2*
**GO:0030036**	actin cytoskeleton organization	485	6.27	3.0	1.6 × 10^−^^5^	0.033	*Scin*, *Tnfaip1*, *Myo1b*, *Cobl*, *Dpysl3*, *Epb41l5*, *Epb41l4b*, *Fgr*, *Dlc1*, *Sorbs2*, *Cgnl1*, *Kif23*, *Kank1*, *Arhgef5*, *Rhov*, *Prr5*, *Lats1*, *Tacstd2*, *Gm14137*
**R-MMU-211945**	Phase I—Functionalization of compounds	73	0.94	7.4	4.2 × 10^−^^5^	0.048	*Fdxr*, *Aldh3a1*, *Aldh1a7*, *Adh7*, *Ces2f*, *Cyp26b1*, *Cyp4a12b*
**GO:0050891**	multicellular organismal water homeostasis	32	0.41	12.1	5.1 × 10^−^^5^	0.048	*Grhl1*, *Tfap2b*, *Aqp3*, *Kdf1*, *Cyp26b1*
**GO:0045104**	intermediate filament cytoskeleton organization	34	0.44	11.4	6.9 × 10^−^^5^	0.048	*Krt18*, *Dst*, *Pkp1*, *Evpl*, *Dsp*

**Table 4:** List of 25 genes significantly modulated by tDCS in 3xTg-AD mice.

Genes	Base Mean	log_2_ Fold Change	log_2_ Fold SE	*p* Value	FDR	Official Full Name
*Pabpc1*	363,466	−1.17	0.25	2.0 × 10^−6^	0.010	poly(A) binding protein, cytoplasmic 1
***Crat***	**1846**	**−0.86**	**0.20**	**1.4 × 10^−5^**	**0.022**	**carnitine acetyltransferase**
*Casp4*	113	1.33	0.28	1.1 × 10^−5^	0.022	caspase 4, apoptosis-related cysteine peptidase
*Il13ra1*	181	1.15	0.27	3.6 × 10^−5^	0.042	interleukin 13 receptor, alpha 1
*Septin1*	928	−0.81	0.21	8.3 × 10^−5^	0.049	septin 1
*Ccr1*	262	1.33	0.31	5.9 × 10^−5^	0.049	chemokine (C-C motif) receptor 1
***Ybx3***	**48,855**	**−0.79**	**0.21**	**7.7 × 10^−5^**	**0.049**	**Y box protein 3**
*Ptp4a3*	35,887	−0.75	0.19	8.1 × 10^−5^	0.049	protein tyrosine phosphatase 4a3
*Ap1b1*	458	−0.65	0.17	1.1 × 10^−4^	0.049	adaptor protein complex AP-1, beta 1 subunit
*Tmpo*	362	0.57	0.14	1.2 × 10^−4^	0.049	thymopoietin
*Fcgr3*	583	0.96	0.24	1.1 × 10^−4^	0.049	Fc receptor, IgG, low affinity III
*Stfa2l1*	521	1.35	0.33	1.3 × 10^−4^	0.049	stefin A2
*Cd52*	6685	0.53	0.14	2.6 × 10^−4^	0.049	CD52 antigen
*Cbfa2t3*	366	−0.72	0.20	2.6 × 10^−4^	0.049	CBFA2/RUNX1 translocation partner 3
*Ogdh*	1902	−0.70	0.19	2.3 × 10^−4^	0.049	oxoglutarate (alpha-ketoglutarate) dehydrogenase (lipoamide)
*Retnlg*	9116	1.36	0.34	1.6 × 10^−4^	0.049	resistin-like gamma
*Il1r2*	262	2.04	0.52	2.6 × 10^−4^	0.049	interleukin 1 receptor, type II
*Vim*	948	0.81	0.21	2.2 × 10^−4^	0.049	vimentin
*Tlr13*	263	0.93	0.24	2.4 × 10^−4^	0.049	toll-like receptor 13
***Ago2***	**6349**	**−0.67**	**0.18**	**1.9** **× 10** **^−4^**	**0.049**	**argonaute RISC catalytic subunit 2**
*Rnf123*	285	−0.94	0.26	1.9 × 10^−4^	0.049	ring finger protein 123
*Mical3*	269	−0.85	0.23	2.0 × 10^−4^	0.049	microtubule associated monooxygenase, calponin and LIM domain containing 3
*Cstdc4*	472	1.40	0.35	1.7 × 10^−4^	0.049	predicted gene 5483
*Sirpb1b*	133	1.19	0.31	1.8 × 10^−4^	0.049	signal-regulatory protein beta 1B
*Mrpl33*	1057	0.85	0.22	2.0 × 10^−4^	0.049	mitochondrial ribosomal protein L33

The three genes belonging to Group C are reported in bold.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [87] and they will be accessible through GEO Series accession number GSE178662 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178662) (accessed on 19 July 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22147629/s1, Supplementary Figures: This file includes two supplementary figures. Supplementary Figure S1 depicts the scatterplot of the correlation between the expected and observed sequins concentration. Supplementary Figure S2 is a scree plot of the percentage of variance explained by the first ten principal components. Supplementary Tables: This excel file includes two supplementary tables. Supplementary Table S1 reports the summary statistics derived from the LRT analysis performed with DESeq2 software for the 15,613 analyzed genes. This table reports the results of the three comparisons performed among sham mice and the two comparisons between mice undergoing sham or tDCS stimulation. In the table, there are three additional columns: “Venn-intersection Groups”, “KEGG Pathway: Alzheimer disease” and “Ochi’s study DEGs”. “Venn-intersection Groups” indicates the group of the Venn intersection; “KEGG Pathway: Alzheimer disease” indicates genes belonging to this pathway; “Ochi’s study DEGs” indicates genes that were DEGs in the Ochi study [15]. Supplementary Table S2 summarizes the results of the ORA analyses for the three comparisons reported in the text.

# Supplementary material for: Whole Blood Transcriptome Characterization of 3xTg-AD Mouse and Its Modulation by Transcranial Direct Current Stimulation (tDCS)
**Source:** Int J Mol Sci. 2021 Jul 16;22(14):7629. doi: 10.3390/ijms22147629

Supplementary Figures

**Supplementary Figure S1.** Scatterplot of the of the correlation between the expected and observed sequins' concentration.

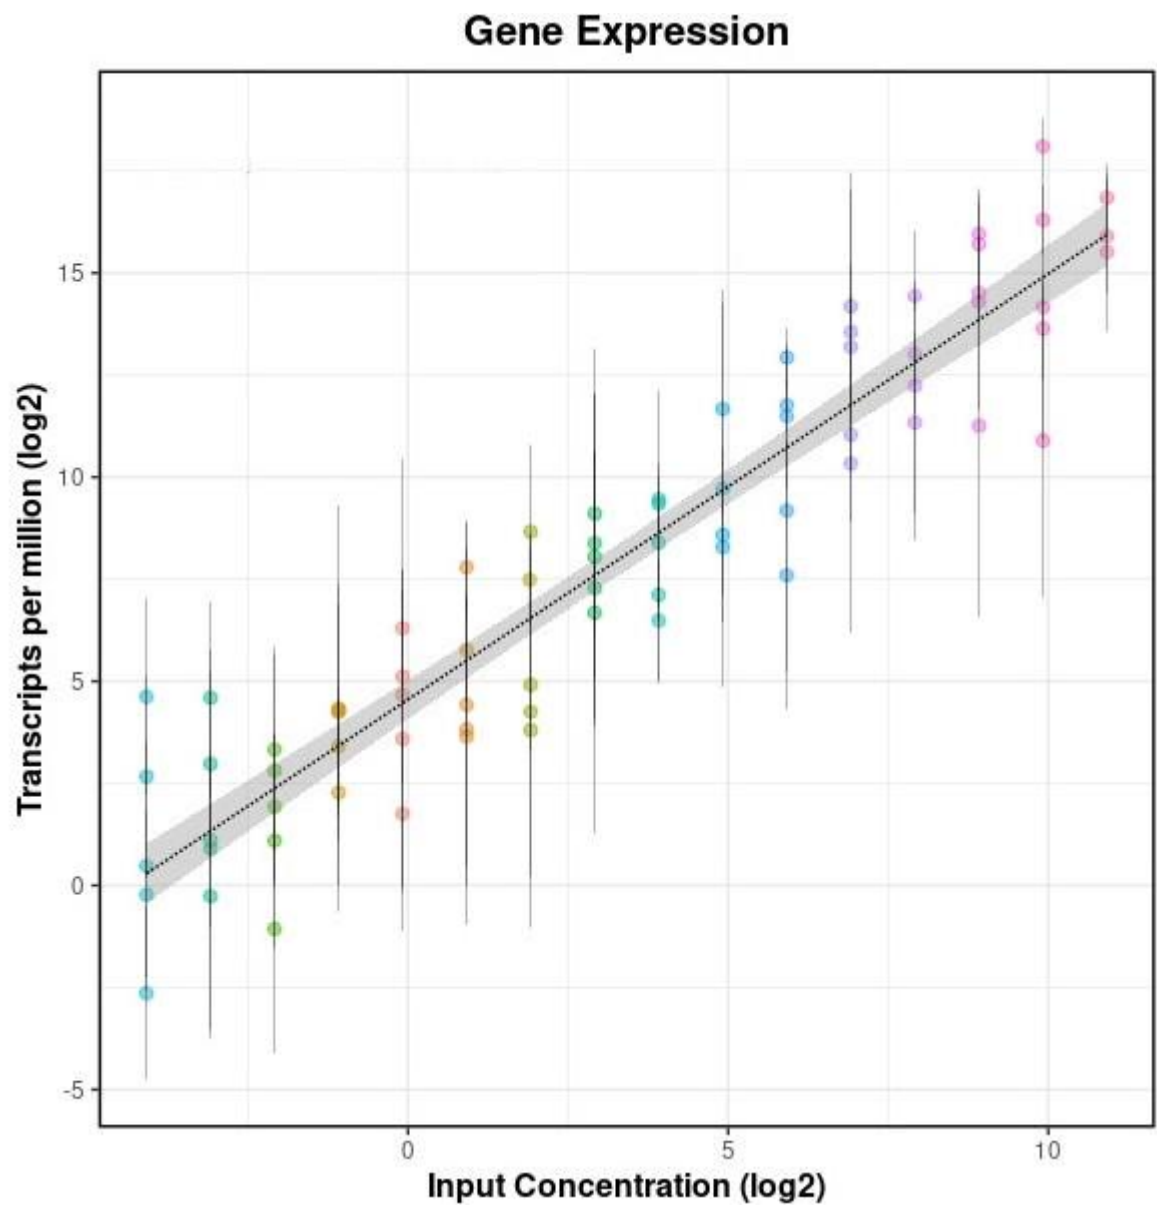

**Supplementary Figure S2.** Scree plot of the percentage of variance explained by the first ten principal components.

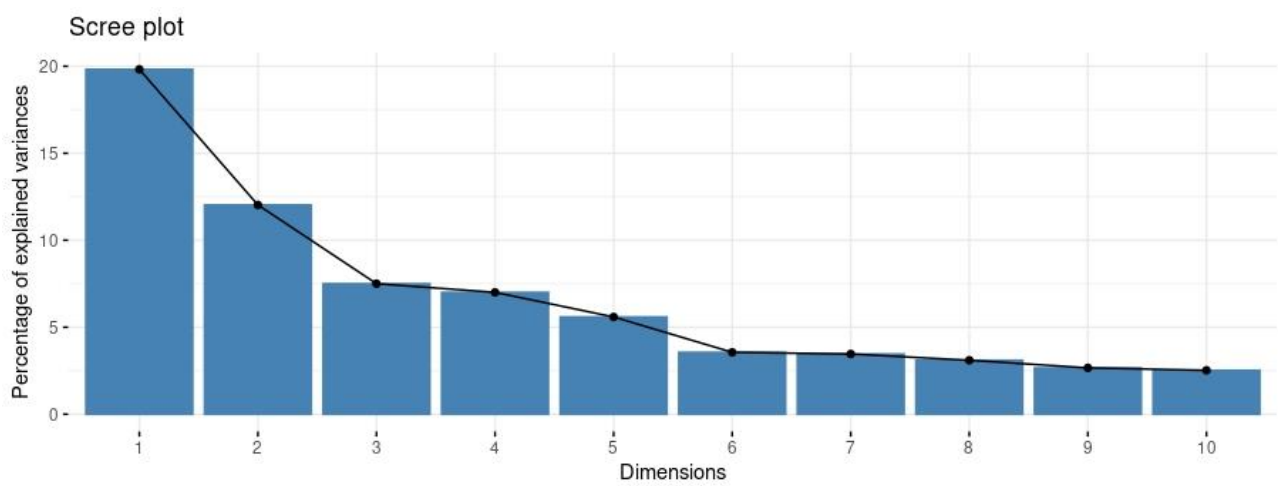

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

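Whole blood RNA of 42 mice was sequenced by the authors with a 3′ mRNA library kit on the Ion Proton system, after depletion of alpha and beta globin. The authors demultiplexed and trimmed the reads, merged the runs of each sample, cut poly-A tails and the 5′ ends, and discarded short and low-quality reads. STAR aligned the reads to mm10 and counted them per gene. The deposited values are these counts, whole numbers without normalization, already filtered on low counts. The paper's text does not name the strand setting of the counting, so counts of genes that overlap on opposite strands, and of paralogs that share reads, are uncertain. Of the 15613 gene identifiers, 15607 were found in the annotation used here for names and positions, 14873 of them in the same version, and 6 were not found.

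Samples were grouped by strain, age, stimulation and site of stimulation as their labels give them, in 6 groups of 3, 3, 9, 14, 6 and 7 mice. No group was formed from measured values. Totals, the share of reads on 10 haemoglobin genes and the number of genes with a read were taken per mouse. A gene without a read can be up to 3 reads per library at this depth, and folds against groups at or under 3 reads were computed against that floor. Such floors, and intervals at a confidence level of 95%, cover counting error only, since the reads carry no molecular identifiers that were used.

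Tests across all genes were run in R 4.3.3 with edgeR 4.0.16 (TMM normalization, estimateDisp, glmQLFit and glmQLFTest) on the genes with at least 1 read in the mice compared, with a Benjamini-Hochberg adjusted p under 0.05 as threshold. Comparisons were those of the paper, together with the interactions of strain with stimulation and of strain with age, 3 mo. 3xTg-AD against 6 mo. C57BL/6 sham mice, and 6 mo. against 3 mo. 3xTg-AD hippocampal sham mice. The main tests, the alternatives to them, the marker lists and the rule for named genes were fixed before the data were examined. The alternatives were DESeq2 1.42.0 with its likelihood ratio test and independent filtering at 0.1, DESeq2-style size factors (RLE) in edgeR, the filterByExpr filter, all 42 mice in one fit, limma 3.58.1 voom with sample quality weights, no site covariate, mice of 1 site only, 1 surrogate variable from sva 3.50.0, and each mouse left out in turn. The share of reads on haemoglobin genes as a covariate was added after the data were seen, for the second comparison and for tDCS in both strains, and so was the test of Crat, Ybx3 and Ago2 in hippocampal mice alone, adjusted over 3 tests. The RNA integrity number of the paper's model was not used here.

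Named genes are every gene that the paper names for a comparison in its text and Tables 2 to 4, the 5 genes with the smallest p in each comparison, and the genes of the marker lists. Genes named outside this rule were chosen after their values were seen. They are Redrum, Id3, 4833407H14Rik, Lyst and Mmrn1. Results for some genes are not reported here. Marker lists for neutrophils, erythroid cells, platelets, B cells, T cells, NK cells, monocytes, keratinocytes, immediate early genes and skeletal muscle were tested with limma's fry on log2 CPM with a prior count of 2, with Benjamini-Hochberg adjustment over 10 lists in 5 comparisons, and with camera at an estimated correlation. The lists share no gene with one another and leave out the genes in Tables 2 to 4. The erythroid list has 15 of its 16 genes in the table, the keratinocyte list 14 of 16 and the skeletal muscle list 7 of 10, and the other lists all. Lists of 5 sex-linked and 4 transgene genes were reported as levels only.

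Single genes that the paper discusses were compared by exact permutation of log2 CPM, with 100000 permutations where a group had 10 or more mice, two-sided, adjusted over 20 tests. Principal components were computed with prcomp on variance-stabilized counts of DESeq2. Venn groups were formed from the calls of the first, the second and the third comparison. Correlations between comparisons that share mice were set beside 20 simulated data sets without differences between groups, beside 100 random regroupings of the mice, and beside comparisons with the shared mice divided.

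The tests were checked on simulated data of the same designs, with 200 genes changed by 3 on the log2 scale, drawn from genes above 5 CPM. With edgeR, between 180 and 200 of these were recovered in each comparison, with 5 to 22 false calls. Such a change is large, and smaller changes were not simulated. Neither were changed genes at lower levels or a library that differs from its group.

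The over-representation analyses, the test of the Alzheimer pathway and the spike-in analysis were not repeated here, since the term memberships and spike-in counts were not used. The supplementary tables were held only in part and were not used.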

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

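The tests of the Npy, Mmrn1 and Xist patterns were chosen only after the result was seen. Among 41 groups of 4 to 10 mice examined for a single distant mouse, 3 were found, and chance gives about 2.05.

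In 6 mo. 3xTg-AD sham mice, mouse AQ stood far from the other 8 in Npy, at a log2 CPM of -3.67, which is the value for 0 reads, against 7.40 for the next lowest. The 3xTg-AD tDCS mouse AM had 3 reads, so that 2 of the 26 3xTg-AD mice lacked Npy. An exchange with a C57BL/6 mouse would bring C57BL/6 levels of strain-specific genes, but 0 values of Gdpd3, Klk1b22, Gm11942 and Josd2 in these 2 mice lay in the range of the C57BL/6 mice. Too few reads would leave other genes empty as well, but only 1 gene, Npy itself, had 3 reads or fewer in both mice and 30 or more in every other 3xTg-AD mouse. These values argue against both. A candidate explanation that stays open is a variant near Npy that segregates in the colony, which the counts cannot test. No biological explanation given by the design was tested, since AQ and AM share strain and age with mice that express the gene.

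In 6 mo. C57BL/6 sham mice, mouse Y differed from the other 5 in Npy, with a log2 CPM of -2.92 from 2 reads, against 0 reads in the others. At this depth, 2 reads cannot be told from none, and no explanation was tested.

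In the same group, the mitochondrial genes took 12.4% of the reads of mouse W, against 8.07% to 8.97% in the other 5 mice. Its total of 27122800 reads was the highest of the group, and its haemoglobin share of 24.9% lay between those of the other mice. Neither a technical nor a biological explanation was tested, and the design gives none for 1 mouse of a group.

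The strain difference changed between 3 and 6 months for 6 genes by the interaction test in hippocampal sham mice, with 2380 genes at an unadjusted p under 0.05. They were Redrum (interaction log2 11.47), Id3 (-3.05), 4833407H14Rik (2.78), Ddr1 (-6.42), Lyst (2.47) and Cttnbp2 (-5.85), with edgeR adjusted p from 0.0164 to 0.0464. In 3 mo. C57BL/6 mice, Cttnbp2 had 0 reads and Ddr1 at most 1, under the floor of 3 reads, so the size of the fitted interaction of these genes is uncertain. As many genes were called in 4 of 100 splits of the mice. DESeq2 called 292 genes and the RLE factors 5. Without the C57BL/6 mouse AS the number was 320, with all 6 genes among them, so that library did not give these calls. Without any 1 of the 3 mo. 3xTg-AD mice it was 0, with 1947 to 2058 genes at an unadjusted p under 0.05. Of the 6 genes, the test of age within 3xTg-AD mice called Redrum (log2 fold change 11.50, edgeR adjusted p = 0.000567), its only call, with 1833 genes at an unadjusted p under 0.05. The test of age within C57BL/6 mice called 0 genes, with 1754 at an unadjusted p under 0.05.

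Of the 16 C57BL/6 mice, 4 had no more than 2 reads of Mmrn1, while the other 12 had at least 1009. The mice were the 3 mo. sham mice A2 and AS and the 6 mo. tDCS mice DS and DU. A mouse of the other strain under a C57BL/6 label is excluded by 0 of the values of the strain-specific genes in the 4 mice lying in the 3xTg-AD range. Too few reads would have emptied more genes, but only 1, Mmrn1, had 3 reads or fewer in these mice and 30 or more in every other C57BL/6 mouse. Both values argue against these explanations. A2 and AS are 2 of the 3 mice that serve as 3 mo. C57BL/6 reference, so that what sets these mice apart may enter the first and the third comparison together with age.

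In 6 of the 26 3xTg-AD mice, all with the prefrontal electrode, Xist had more than 100 reads (128 to 578), namely the sham mice FA, FC and FD and the tDCS mice tdcs2, BN and FE. The paper describes its 3xTg-AD mice as male. RNA of a second mouse mixed into male libraries would leave Y-linked reads, but the highest count of Ddx3y or Eif2s3y in the 6 libraries was 2, which argues against a mixture. Uty, another of the sex-linked genes, had at most 1 read in the 6 libraries and at least 27 in each other 3xTg-AD library. Genes with 3 reads or fewer in these libraries and 30 or more in every other 3xTg-AD library numbered 2. They were Ddx3y and Eif2s3y, both on the Y chromosome. That result is consistent with female mice among the prefrontal 3xTg-AD mice. Sex and site of stimulation are then partly confounded within the strain. Sex was also not in the tests of tDCS. Among prefrontal 3xTg-AD mice without such Xist reads, Crat was at 91.2 CPM in the sham mouse FB. After tDCS it ran from 63.0 CPM in BO to 100 CPM in tdcs7.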

How the results depend on the processing

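The share of reads on haemoglobin genes as a covariate, and hippocampal mice alone for Crat, Ybx3 and Ago2, were chosen after the data were seen. No paired analysis was possible because the samples carry no replicate numbers. The cause was not tested for any change given here, apart from the construction of the setting where named.

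DESeq2's likelihood ratio test called more genes than edgeR's quasi-likelihood test. The number went from 58 to 488 in the first comparison, from 0 to 192 in the third, from 0 to 37 for tDCS in 3xTg-AD mice, from 6 to 292 for strain by age, from 280 to 733 for 3 mo. 3xTg-AD against 6 mo. C57BL/6 mice and from 1 to 325 for age in 3xTg-AD mice. Group C went from 46 to 209 genes, Group D from 0 to 45, Group E from 0 to 31 and Group G from 0 to 1. One fit of all 42 mice gave 361 genes in the first comparison, 24 in the third, 4 for tDCS in 3xTg-AD mice, and 163, 15 and 5 in Groups C, D and E, with r at 0.909 in Group C instead of 0.964. Limma voom with sample weights gave 291, 1 and 5 genes in the first comparison, the third and tDCS in 3xTg-AD mice, and in the first comparison 31.6% of its calls were higher in 3xTg-AD mice, against 46.6% with edgeR. The second comparison went from 1045 to 1896 genes without the site covariate and to 646 with 1 surrogate variable, which gave 13 genes for tDCS in 3xTg-AD mice. With the haemoglobin covariate it was 1056.

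The RLE size factors and filterByExpr kept the number of calls in each comparison within 1.5 times that of TMM on all genes. The first comparison gave 56 and 63 genes, the second 1005 and 1021. tDCS in C57BL/6 mice and strain by stimulation gave 0 genes under every alternative run, with 650 and 667 genes at an unadjusted p under 0.05 in the main tests.

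With each mouse left out in turn, the first comparison gave 18 to 657 genes, the second 691 to 1143, the third 0 to 280, strain by age 0 to 320, 3 mo. 3xTg-AD against 6 mo. C57BL/6 mice 121 to 400, and age in 3xTg-AD mice 1 to 25. Group C had 18 to 162 genes with r from 0.911 to 0.970, Group D 0 to 118, Group E 0 to 26 and Group G 0 to 10. The C57BL/6 mouse AS gave the highest number in the first (657) and the third comparison (280), strain by age (320) and all of these groups. Without it, the next highest numbers were 47, 12 and 34. The mouse whose absence gave 400 was the 6 mo. C57BL/6 mouse AZ, and for 25 it was the 3xTg-AD mouse AQ. tDCS gave 0 genes in both strains, and strain by stimulation 0, in every such fit.

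Log2 fold changes of 8 named genes in the first comparison reversed, each only without mouse AS. Their values there were 0.00442 for Junb, 0.20 for Lck, 1.19 for Il17ra, 0.29 for Psmb1, 0.73 for Vamp2, 0.87 for Psmb8, 0.92 for Nfkbib and 0.69 for Osm. The fits that each left out 1 mouse ran from -2.13 to 0.00442, -0.98 to 0.20, -1.43 to 1.19, -0.62 to 0.29, -1.19 to 0.73, -1.18 to 0.87, -0.92 to 0.92 and -1.70 to 0.69 in the same order. Of 191 named gene results, 25 others no longer passed the threshold under some setting, 80 passed it under some setting only, and 78 kept their side under all.

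The first PC held 16.0% of the variance on log2 normalized counts plus 1, 16.7% on edgeR log2 CPM and 37.5% on the 500 genes of largest variance, against 20.1%, and 19.2% to 21.5% with 1 mouse left out. Its r with strain lay between 0.680 and 0.749 and with site between 0.530 and 0.624 in these fits, and under the other transformations between 0.507 and 0.589 and between 0.640 and 0.678.

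Of the marker lists, 3 passed the threshold with fry, 0 with camera and 5 with the RLE factors, which added NK cells in the first comparison and T cells in the third. With the shared mice divided, the correlation over all genes went from 0.756 to 0.253 for the first and the third comparison, from -0.339 to -0.210 for the second and the third, and from -0.318 to -0.0621 for the second comparison and tDCS. Fewer mice per comparison are part of that construction.

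For Groups D and E, r has no main value since no gene was called. In the 3 mo. groups with 3 mice each, no exact test of 1 gene can fall below p = 0.1, and genes under 3 reads give bounds only.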

Differences from the paper's values

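The paper's methods name DESeq2's likelihood ratio test with RIN and site as covariates, and the values here come from edgeR's quasi-likelihood test without RIN. The alternatives named in this part, among them the fits that each left out 1 mouse, were set before the data were examined, except where said. Mouse AS was singled out from these fits after their result was seen.

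In the first comparison, 58 genes were called against the paper's 470, 27 higher against the paper's 193, and 31 lower against the paper's 277. DESeq2's likelihood ratio test gave 488, 192 and 296, and one fit of all 42 mice 361, 153 and 208, all within 1.5 times the paper's. So did the fit without the C57BL/6 mouse AS, with 657, 246 and 411. Limma voom came within 1.5 times for the lower genes only (199), with 291 in all and 92 higher. The RLE factors, filterByExpr and the other fits that left out 1 mouse did not close the gap.

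In the second comparison, 377 genes were lower against the paper's 639. DESeq2 gave 573, voom 616, no site covariate 814 and hippocampal mice alone 495, each within 1.5 times. The RLE factors (379), filterByExpr (360), the fit of all 42 mice (369), 1 surrogate variable (254) and the fits that left out 1 mouse did not.

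In the third comparison, 0 genes were called against the paper's 271, 0 higher against the paper's 214 and 0 lower against the paper's 57, with 1754 genes at an unadjusted p under 0.05. DESeq2 gave 192 in all and 75 lower, within 1.5 times the paper's, but 117 higher. Without the mouse AS the total was 280, within 1.5 times. No setting closed the gap for the higher genes.

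For tDCS in 3xTg-AD mice, 0 genes were called against the paper's 25, with 1224 at an unadjusted p under 0.05. DESeq2 gave 37, within 1.5 times. With 1 surrogate variable the number was 13, and the other alternatives gave at most 5.

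Group A had 12 genes against the paper's 248, Group C 46 against the paper's 183, Group D 0 against the paper's 36, Group E 0 against the paper's 35, and Group F 0 against the paper's 197. The gaps of Groups D, E and F follow from the third comparison, where 1754 genes had an unadjusted p under 0.05. DESeq2 gave 233, 209, 45 and 31 for Groups A, C, D and E, within 1.5 times, and 115 for Group F. One fit of all 42 mice came within 1.5 times for Groups A (183) and C (163). The fit without mouse AS did so for Groups A (367), C (162) and E (26). No setting closed the gap for Group F, and the remaining alternatives closed none. The excess of Group C over chance was 11.8-fold against the paper's 3.99, with 4.66 under DESeq2 and 3.73 without mouse AS within 1.5 times. It was between 7.42 and 12.7 under the RLE factors, filterByExpr, the fit of all 42 mice and hippocampal mice alone.

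Some log2 fold changes differed by more than the larger standard error. In the first comparison, Dut was -3.81 against the paper's -4.55, Serpine2 -3.54 against the paper's -3.12, Acp1 -3.16 against the paper's -3.65 and Josd2 5.29 against the paper's 4.65. In the second, Fgfrl1 was -7.27 against the paper's -7.98, and in the third, Slc13a2 was 2.87 against the paper's 4.33. The fit of all 42 mice, with its larger errors, came within the error for Serpine2 (-3.55), Acp1 (-3.18) and Fgfrl1 (-7.27), and DESeq2 for Fgfrl1 (-7.40). DESeq2 gave -3.83 for Dut, -3.56 for Serpine2, -3.18 for Acp1, 5.27 for Josd2 and 2.81 for Slc13a2. The RLE factors closed none of these gaps. Of the fits that left out 1 mouse, those nearest to the paper's values came within the paper's standard errors. They were -4.07 for Dut, -3.33 for Serpine2, -3.37 for Acp1 and 4.44 for Slc13a2 without the 3 mo. C57BL/6 mouse I, 5.03 for Josd2 without the 3xTg-AD mouse AX, and -8.05 for Fgfrl1 without the 3xTg-AD mouse O.

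Of the 41 genes that the paper names as DEGs of the first comparison, 11 were called, with 24 under DESeq2, 22 in the fit of all 42 mice and 21 under voom. In the second, 54 of 61 were called, and 60 under DESeq2. In the third, 0 of 54 were called, with 50 at an unadjusted p under 0.05, and 37 under DESeq2 and 4 in the fit of all 42 mice. Of the 25 in Table 4, 0 were called, with 25 at an unadjusted p under 0.05, and 20 under DESeq2, 6 with 1 surrogate variable, 2 under voom and 1 in the fit of all 42 mice. The paper places Upb1, Chil3 and Farsa in all of the comparisons, and here only Farsa was called, in the second (edgeR adjusted p = 0.0375). Table 3 lists Dmtn among lower genes of Group C, and its log2 fold changes were 1.01 and 2.42 in the first and second comparison. Of the 31 genes that Table 3 lists as higher in Group B, 4 were lower in the second comparison, among them Sptlc1, Rps6ka3 and Fcmr, with log2 fold changes of -1.88, -0.89 and -1.22. The remaining gene of the 4 had the lowest value of the 31, at -2.82. The paper states that levels of Crat, Ybx3 and Ago2 after tDCS come close to those of WT sham mice, and they remained higher by log2 differences of 1.38, 1.02 and 1.22, or by 1.22, 0.73 and 0.92 in hippocampal mice alone, a test added after the data were seen.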

Other observations

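The tests that leave out the mouse AS, those that regroup the mice for the correlations between comparisons, that of the direction of Group B genes, and that of sex against the first PC were chosen only after the result was seen. The share of other splits of the same mice that gave as many calls was counted for each comparison.

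Of the 10 splits of the 6 mice of the first comparison, only the real one (1) gave as many as 58 genes, and likewise 1 with DESeq2, where another split gave up to 22. With 3 mice against 3 this share cannot fall under 0.1, so from the splits alone a grouping by chance cannot be told apart. Of the 58 genes, 46 were also called in the second comparison, which shares no mice with the first (3.89 expected), and all 46 changed in the same direction. That argues against chance for these 46. The count rose to 657 without the mouse AS, which suggests that this library, with the lowest haemoglobin share of its group (16.6%) and reads on 12717 genes, widens the spread within the 3 mo. C57BL/6 mice. In the second comparison, 1 of 100 splits, the real one, gave as many as 1045 genes, and the highest of the others gave 213.

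In the third comparison all 84 splits gave at least the observed 0 genes, which says nothing about age, with 1754 genes at an unadjusted p under 0.05. DESeq2 called 192 genes, and 6 of 84 splits gave as many, one of them 576. The calls of that test are therefore in line with variation between mice. Without AS edgeR called 280 genes, which is consistent with 1 library of the 3 mo. C57BL/6 mice having hidden differences. Age and the state of that sample stay open.

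For tDCS in 3xTg-AD mice, all 100 splits gave at least the observed 0 genes, with 1224 at an unadjusted p under 0.05. DESeq2 called 37, and 8 of 100 splits gave as many, up to 147. The DESeq2 calls are thus consistent with variation between mice. All 84 splits of the C57BL/6 mice gave at least 0 genes, as did all 100 for strain by stimulation, with 650 and 667 genes at an unadjusted p under 0.05. For 3 mo. 3xTg-AD against 6 mo. C57BL/6 mice, 1 of 84 splits, the real one, gave as many as 280 genes. For age in 3xTg-AD mice, the call was Redrum, and 4 of 56 splits gave as many, with 1833 genes at an unadjusted p under 0.05.

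A change in the mixture of blood cells could give calls in tDCS. The erythroid markers were lower after tDCS in 14 of 15 cases (median log2 fold change -0.35), with a fry adjusted p of 0.449. The neutrophil markers were higher in 15 of 15, with 0.0796. Neither passed, so a lower share of red cell precursors and a higher share of neutrophils cannot be told apart from no change. Both may be involved, and cell counts were not used here. Haemoglobin genes as a covariate left 0 genes called for tDCS in 3xTg-AD mice, with 1139 at an unadjusted p under 0.05.

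Platelet RNA is a candidate explanation for the lower coagulation genes, because the platelet list was lower in 16 of 16 genes in both comparisons. It passed at 3 months and not at 6 months (fry adjusted p = 0.248), where this cannot be told apart from an unchanged share. Whether the effect differs between the ages was not tested.

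Skin cells carried into some samples could explain keratinocyte genes in the third comparison. All 14 of the marker genes were higher at 6 months, but the set did not pass (fry adjusted p = 0.495), so this cannot be told apart from chance. One of them, Krt5, reached 31.2 CPM in C57BL/6 sham mice of 6 months and 129 CPM in a 3xTg-AD tDCS mouse. The 4 prefrontal C57BL/6 mice of the same age had 0 reads of Krt5 and at most 3 of Krt14 and of Krt1, while the hippocampal C57BL/6 tDCS mouse X had 1159 reads of Krt5. An age of 6 months alone therefore did not bring these genes in every mouse. An effect of age in the hippocampal mice stays open.

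Activation of blood cells at collection could raise immediate early genes in the 3 mo. C57BL/6 mice. The immediate early list, without Fos, Fosb, Junb and Dusp1, went both ways and had a fry adjusted p of 0.950 in the first comparison, which cannot tell activation from its absence.

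The correlations in Groups D and E and that between tDCS and strain may stem from the shared mice. With 3 mo. C57BL/6 mice divided, the median r of the first and the third comparison was 0.253, and above 0 in 6 of 6 divisions. For the second and the third it was -0.210, below 0 in 20 of 20 divisions, and for the second comparison and tDCS it was -0.0621, below 0 in 76 and above 0 in 24 of 100. The divisions use the same remaining mice and are not independent, so what is left cannot be told apart from variation of these mice. Random regroupings of the same mice gave an r at least as strong in 11, 56 and 85 of 100 cases, with medians of 0.586, -0.357 and -0.429. Variation between mice together with the shared mice is therefore consistent with the size of r in all 3. The number of genes with an unadjusted p under 0.05 in both comparisons was higher than in most regroupings, at 617, 485 and 503 against medians of 129, 85 and 110, and 6, 3 and 2 of 100 cases, the real one included, had as many. Differences between the groups in either comparison could raise that number, so it does not tell whether the effects are related. Premature aging and an opposing effect of tDCS stay untested.

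Regions of 129 origin in the 3xTg-AD strain predict that Group C genes lie near one another. Within 1 Mb of another Group C gene lay 23.9% of the 46 genes, against a median of 6.52% in 1000 random draws (p = 0.005, permutation). This is consistent with such regions for part of the group. For Group B it was 69.4% against 69.1% (p = 0.431, permutation), a measure near its ceiling for 999 genes, and regions of 129 origin cannot be told apart from other causes there.

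Group B genes changed in the same direction at 3 months in 73.1% of cases. Among all 20 assignments of the 6 mice to groups of 3, 4 gave a share at least as high as the real one on log2 CPM (75.7%), up to 78.4%, so an effect of strain already present at 3 months cannot be told apart from variation between these mice.

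The relation of the first PC to site may come from haemoglobin reads. Within 3xTg-AD mice, r was 0.735 (adjusted permutation p = 9.14e-05) after the haemoglobin share was taken out of both, which argues against that share as the cause. How reads spread over genes was not tested as a cause and stays open. The prefrontal 3xTg-AD mice FE, FD, FC, tdcs7 and FF had the highest scores (50.0 to 92.3), with 12 to 20 reads on the median gene. The lowest scores, in AZ, Y, AS and X (-66.7 to -49.8), went with 60 to 93. Not every mouse followed this order, as AY scored -24.5 with 20. Mice of both sexes cannot account for the relation in 6 mo. C57BL/6 mice, where no library had more than 3 Xist reads and r with site was 0.737 (adjusted permutation p = 0.00899). The 4 prefrontal mice among them had all received tDCS. Within 3xTg-AD mice, where sex goes partly with site, it stays open for part of the relation. With the same share as a covariate in the second comparison, 954 of 1045 genes kept their call, which argues against it as the cause of most calls. With site as covariate, the strain difference of the second comparison rested on hippocampal mice, none of which had Xist reads above 100. That design argues against mice of both sexes as the cause of these calls. In the hippocampal mice alone, 996 genes kept their call. The prefrontal mice had entered only through the spread and the normalization, so that number is not a separate test of sex.

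The marker lists not given elsewhere had these fry adjusted p values. B cells had 0.252 in the second comparison, with 12 of 12 genes lower in 3xTg-AD mice, and at least 0.390 in the others. T cells had 0.0560 in the third comparison, with 12 of 13 genes lower at 6 months. NK cells had 0.0607 in the first, with 8 of 10 genes lower. Monocytes had 0.495 in both strain comparisons, and skeletal muscle 0.590 in the first, with 7 of 7 genes higher. Neutrophils had 0.0796 in the second comparison, with 13 of 15 genes higher.

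Of the transgene list, App was at 23.4 ± 4.59 CPM in 3 mo. 3xTg-AD and 16.8 ± 5.93 CPM in 3 mo. C57BL/6 mice (SD, n = 3 each). Mapt had at most 6 reads in any of these mice, and Thy1 was at 28.4 ± 5.45 and 33.3 ± 17.7 CPM. Of the sex-linked genes, Ddx3y was at 16.5 ± 0.663 and 23.5 ± 2.60 CPM and Uty at 3.56 ± 0.697 and 8.89 ± 4.58 CPM in the same mice. Eif2s3y was at 8.18 ± 0.341 and 7.56 ± 2.83 CPM, and Kdm5d at 1.09 ± 0.810 and 1.39 ± 0.527 CPM.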
